# A strategic expression method of miR-29b and its anti-fibrotic effect based on RNA-sequencing analysis

**DOI:** 10.1371/journal.pone.0244065

**Published:** 2020-12-17

**Authors:** Xiaoming Fan, Yingnyu Gao, Xiaolu Zhang, Haroon Y. Lughmani, David J. Kennedy, Steven T. Haller, Sandrine V. Pierre, Joseph I. Shapiro, Jiang Tian

## Abstract

Tissue fibrosis is a significant health issue associated with organ dysfunction and failure. Increased deposition of collagen and other extracellular matrix (ECM) proteins in the interstitial area is a major process in tissue fibrosis. The microRNA-29 (miR-29) family has been demonstrated as anti-fibrotic microRNAs. Our recent work showed that dysregulation of miR-29 contributes to the formation of cardiac fibrosis in animal models of uremic cardiomyopathy, whereas replenishing miR-29 attenuated cardiac fibrosis in these animals. However, excessive overexpression of miR-29 is a concern because microRNAs usually have multiple targets, which could result in unknown and unexpected side effect. In the current study, we constructed a novel Col1a1-miR-29b vector using collagen 1a1 (Col1a1) promoter, which can strategically express miR-29b-3p (miR-29b) in response to increased collagen synthesis and reach a dynamic balance between collagen and miR-29b. Our experimental results showed that in mouse embryonic fibroblasts (MEF cells) transfected with Col1a1-miR-29b vector, the miR-29b expression is about 1000 times less than that in cells transfected with CMV-miR-29b vector, which uses cytomegalovirus (CMV) as a promoter for miR-29b expression. Moreover, TGF-β treatment increased the miR-29b expression by about 20 times in cells transfected with Col1a1-miR-29b, suggesting a dynamic response to fibrotic stimulation. Western blot using cell lysates and culture media demonstrated that transfection of Col1a1-miR-29b vector significantly reduced TGF-β induced collagen synthesis and secretion, and the effect was as effective as the CMV-miR-29b vector. Using RNA-sequencing analysis, we found that 249 genes were significantly altered (180 upregulated and 69 downregulated, at least 2-fold change and adjusted p-value <0.05) after TGF-β treatment in MEF cells transfected with empty vector. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using GAGE R-package showed that the top 5 upregulated pathways after TGF-β treatment were mostly fibrosis-related, including focal adhesion, ECM reaction, and TGF-β signaling pathways. As expected, transfection of Col1a1-miR-29b or CMV-miR-29b vector partially reversed the activation of these pathways. We also analyzed the expression pattern of the top 100 miR-29b targeting genes in these cells using the RNA-sequencing data. We identified that miR-29b targeted a broad spectrum of ECM genes, but the inhibition effect is mostly moderate. In summary, our work demonstrated that the Col1a1-miR-29b vector can be used as a dynamic regulator of collagen and other ECM protein expression in response to fibrotic stimulation, which could potentially reduce unnecessary side effect due to excessive miR-29b levels while remaining an effective potential therapeutic approach for fibrosis.

## Introduction

Formation of tissue fibrosis is a driving force for disease progression that leads to worsened organ function and failure [1, 2]. Cardiac fibrosis plays an important role in etiology of almost all forms of heart failure and particularly in heart failure with preserved ejection fraction [3, 4]. Myocardial infarction (MI) is a major cause of cardiac death and massive cardiac tissue fibrosis. There are two phases of tissue fibrosis after MI [5]. The initial formation of a fibrotic scar at the infarcted area is critical to prevent the heart from rupture, which is defined as reparative fibrosis. The second phase of fibrosis is observed in the remote non-infarcted area, often referred to as reactive fibrosis or interstitial fibrosis. The interstitial fibrosis in the non-ischemic area could significantly deteriorate heart function post MI. Severe cardiac fibrosis can lead to sudden cardiac death even in those without cardiac symptoms or ischemic injury [6–8], while reducing cardiac fibrosis in clinical and animal models has been shown to improve cardiac function [9–12].

Since increased synthesis and secretion of collagen and other extracellular matrix (ECM) proteins is a critical step in fibrosis formation [2, 13–16], directly targeting the ECM protein synthesis by microRNA (miR) has become a potential therapeutic strategy for tissue fibrosis [17]. Among these, miRNA-29 family microRNAs have been demonstrated as anti-fibrotic in different animal models with tissue fibrosis [18–23]. The miR-29 family includes miR-29a, miR-29b, and miR-29c. In humans, the miR-29b-1 and miR-29a are clustered on chromosome 7, while miR-29b-2 and miR-29c are located on chromosome 1 [24]. The sequence of miR-29b-1 and miR-29b-2 are identical, and the targets of the three miR-29 family members are also similar.

Our recent work [25–27] has demonstrated that Na/K-ATPase signaling downregulates miR-29b expression through Src/NFκB pathway and induces collagen synthesis and tissue fibrosis. We also showed that transfection of miR-29b mimics or restoring endogenous miR-29b by blocking Na/K-ATPase signaling using pNaKtide, a Src inhibiting peptide developed in our laboratory, inhibited collagen synthesis in primary cultured cardiac fibroblasts and attenuated cardiac fibrosis in animal models of uremic cardiomyopathy [25, 28]. However, due to its multi-target effect, an excessive amount of miR-29b could induce unexpected side effects such as aortic dilation and aneurysm [29]. In the current project, we constructed an expression vector that can strategically express miR-29b using a Col1a1 promoter to dynamically regulate collagen synthesis in response to fibrotic stimulation, which will result in the lower basal level of miR-29b, while remaining a potential therapeutic for fibrosis.

## Materials and methods

### Animals

Animal experiments were conducted in accordance with the National Institutes of Health, Guide for the Care and Use of Laboratory Animals under protocols (IACUC# 108917) approved by the Institutional Animal Care and Use Committee at the University of Toledo. Adult male and female C57BL/6 mice at 2–3 months of age were used for this study. All mice were reared under a 12 h dark/light cycle, fed with standard chow, and provided with water ad libitum. These conditions were utilized for the entire duration of the experiment. Animals were anesthetized with 2% isoflurane during experiments to reduce the suffering and euthanized by injecting ketamine/xylazine (500/50 mg/kg).

### Selection of Collagen 1a1 (Col1a1) promoter and construction of Col1a1-luciferase and Col1a1-EGFP plasmid vectors

To screen a Col1a1 promoter that is responsive to fibrotic stimulation, we cloned several Col1a1 promoter sequences into a pcDNA3 plasmid with luciferase (Col1a1-luc). Based on this luciferase assay result, we selected a rat Col1a1 promoter for the construction of the Col1a1-miR-29b vector. To test the in vivo delivery of the vector, we engineered a Col1a1-EGFP and a CMV-RFP into the pcDNA3 plasmid, in which the EGFP serves as a marker for activation of Col1a1 promoter, while the RFP serves as a marker for transfection efficiency.

### Construction of Col1a1-miR29b CMV-miR-29b and plasmid vectors

To construct the miR-29b overexpression vector (Col1a1-miR-29b), a pcDNA3 plasmid was used as a backbone for the construction of miR-29b expression vectors. First, an EGFP sequence and human miR-29b-1 sequence was engineered into the downstream of the Col1a1 promoter in the pcDNA3 plasmid. The miR-29b gene sequence was cloned from a pcDNA3-miR29b plasmid (Addgene, Plasmid No.: 21121). An mRFP1 sequence was inserted under the SV40 promoter in the same plasmid as a transfection marker. To construct the CMV-miR-29b expression vector, we replaced the Col1a1 promoter with a CMV promoter and all other structure of the plasmid was kept the same. This CMV promoted miR-29b expression vector (CMV-miR-29b) serves as a positive control in all experiments. An empty pcDNA3 vector was used as a negative control.

### Cell treatment and plasmid transfection

Mouse Embryonic Fibroblasts (MEF) were obtained from American Type Culture Collection and maintained in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum, 100 units/ml penicillin, and 100 μg/ml streptomycin in 5% CO2 humidified incubator. MEF cells grown on 12-well plates were transfected with 1 pmol DNA/ml media (about 3 μg/ml for CMV-miR29b and 5 μg/ml for Col1a1-miR29b based on the vector size) using Lipofectamine 3000 reagent from ThermoFisher Scientific (Cat. No.: L3000008) following the manufacturer's protocol. Empty pcDNA3 vector-transfected cells were used as non-treatment control. At 6 h post-transfection, MEF cells were treated with TGF-β (R&D systems, Cat. No.: 240-B) for an additional 24 h. Cells without TGF-β treatment were used as non-treatment control. Cell lysates were then collected for Western blot or RNA extraction at the end of the experiment. Culture media were also collected for the measurement of secreted collagen.

### Lentivirus packaging and transfection

The plasmid with Col1a1-EGFP and CMV-RFP was packed into lentiviruses by a commercial company (VectorBuilder Inc. at Chicago, IL). For MEF cells transfection, purified lentivirus (~10^9^ TU/ml) was premixed with polybrene (final concentration of 8 μg/ml) and added to cultured MEF cells in a 6-well plate at 60 μl of the virus suspension per well. Cells were cultured for an additional 48h and the fluorescence of EGFP and RFP were examined under a fluorescent microscope. For *in vivo* delivery, experimental mice were anesthetized with 2% isoflurane, and about 100 μl of lentivirus (10^9^ TU/ml) mixed with polybrene was instilled to the lung surface of C57BL/6 mice by the intra-trachea method. On the 7^th^ day after the delivery, mice were euthanized by injection of ketamine/xylazine (500/50 mg/kg bodyweight), and the lung tissue was collected into the OTC-containing chamber for preparation of frozen tissue sections. The EGFP and RFP fluorescence were imaged using a Leica confocal microscope.

### Western blot

Cell lysates collected in ice-cold Radioimmunoprecipitation (RIPA) buffer (Santa Cruz Biotechnology, Cat No.: sc-24948) containing 2 mM PMSF, 1% protease inhibitor cocktail, and 1 mM sodium orthovanadate were centrifuged at 14,000 g for 15 min, and the supernatants were used for Western blot. Equal protein amount of cell lysates or an equal volume of cell culture medium were separated on an SDS-PAGE gel, and Western blot was performed to probe for type I collagen using an anti-collagen primary antibody (SouthernBiotech, Cat. No.: 1310–01). GAPDH (Santa Cruz Biotechnology, Cat. No.: sc-25778) was used as a loading control for Western blots using cell lysates.

### Quantitative RT-PCR

Total RNA was extracted from cell lysates using the miRNeasy Mini Kit (Qiagen Inc., Cat No.: 217004). The cDNAs for mRNA were synthesized using the RT^2^ First Strand cDNA synthesis kit (Qiagen Inc., Cat No.: 330404). Gene expression of Col1a1 was measured using RT2 SYBR Green qPCR reaction mix (Qiagen Inc., Cat. No.: 330501) on a Qiagen Rotor Gene Q Cycler with specific primers (Forward: CATTGTGTATGCAGCTGACTTC; and reverse: CGCAAAGAGTCTACATGTCTAGG). GAPDH (primers from Qiagen Inc., Cat No.: PPM02946E) was used as a reference. The expression level was expressed as fold change calculated by 2 ^-ΔΔCT^.

### RNA sequencing of MEF cells transfected with miR-29b expression vectors with or without TGF-β treatment

Extracted total RNA from transfected cells (with or without TGF-β treatment) was used for RNA-sequencing. RNA integrity was checked with Agilent Technologies 2100 Bioanalyzer. RNA-Sequencing was performed by LC Sciences (Houston, Texas) following their standard protocol. Briefly, Poly(A) tail-containing mRNAs were purified using oligo-(dT) magnetic beads with two rounds of purification. After purification, poly(A) RNA was fragmented using divalent cation buffer in elevated temperature. The DNA library construction is shown in the following workflow. Quality control analysis and quantification of the sequencing library were performed using Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip. Paired-ended sequencing was performed on Illumina’s NovaSeq 6000 sequencing system. Cutadapt and Perl scripts in the house were used to remove the reads that contained adaptor contamination, low quality bases and undetermined bases. Sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). HISAT2 was used to map reads to the genome of ftp://ftp.ensembl.org/pub/release-96/fasta/mus_musculus/dna/. The mapped reads of each sample were assembled using StringTie, and all transcriptomes were merged to reconstruct a comprehensive transcriptome using Perl scripts and gffcompare.

### Pathway analysis based on RNA-sequencing data

The normalized count data obtained from RNA-sequencing was first analyzed using DESeq2 [30] to create a table of differentially expressed gene (DEG) list, which was then used for pathway analysis using GAGE R-package [31]. The gene mapping on specific signaling pathways was done using Pathview R-package [32].

**Statistics.** Data were presented as Mean ± SEM. Statistical analysis for Western blot and RT-qPCR were performed using Student's *t* test or One-way *ANOVA* where appropriate. Significance was accepted at p < 0.05. For RNA-sequencing analysis, the statistical analysis followed the default settings from the software packages.

## Results

### Construction of a strategic expression vector using the Col1a1 promoter that is responsive to fibrotic stimulation

As shown in Fig 1, the rational to construct a Col1a1-miR-29b vector is that fibrotic stimuli can simultaneously activate the endogenous Col1a1 promoter as well as the exogenous Col1a1 promoter. The exogenous Col1a1 promoter will then stimulate the expression of miR-29b and contra-regulate the elevated collagen expression to reach a dynamic balance between miR-29b and collagen mRNA.

**Fig 1:**
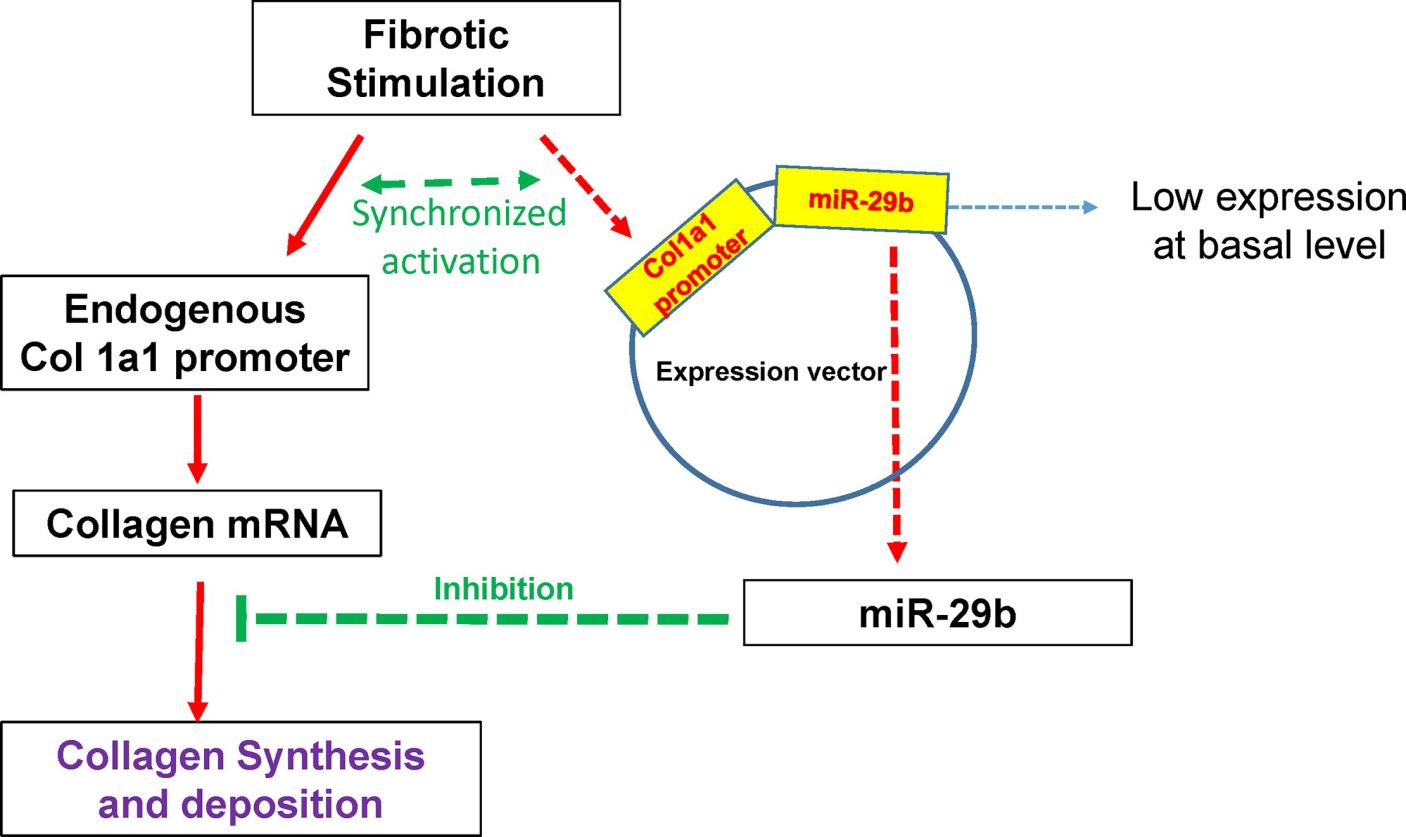
Dynamic regulation of collagen by the col1a1-miR-29b vector. The col1a1 promoter works as a sensor for collagen expression that drives the expression of miR-29b, and therefore dynamically regulates collagen production and minimizes the off-target effect of miR-29b.

To test this concept, we first constructed a Col1a1-luciferase vector as described in the Method section and used CMV-luciferase vector (CMV-luc) as a control. To examine the basal luciferase expression, MEF cells were transfected with the Col1a1-luc or CMV-luc vectors for 24 h and a luciferase activity assay was then performed. As shown in Fig 2A, the luciferase activity was about 2000 times lower in Col1a1-luc transfected cells compared to cells transfected with the CMV-luc vector. To test if the Col1a1 promoter is regulated by fibrotic stimuli, MEF cells transfected with Col1a1-luc were treated with a recombinant human TGF-β1 for 24 h. The results showed that luciferase activity increased in a dose-dependent manner in response to TGF-β1 treatment (Fig 2B).

**Fig 2:**
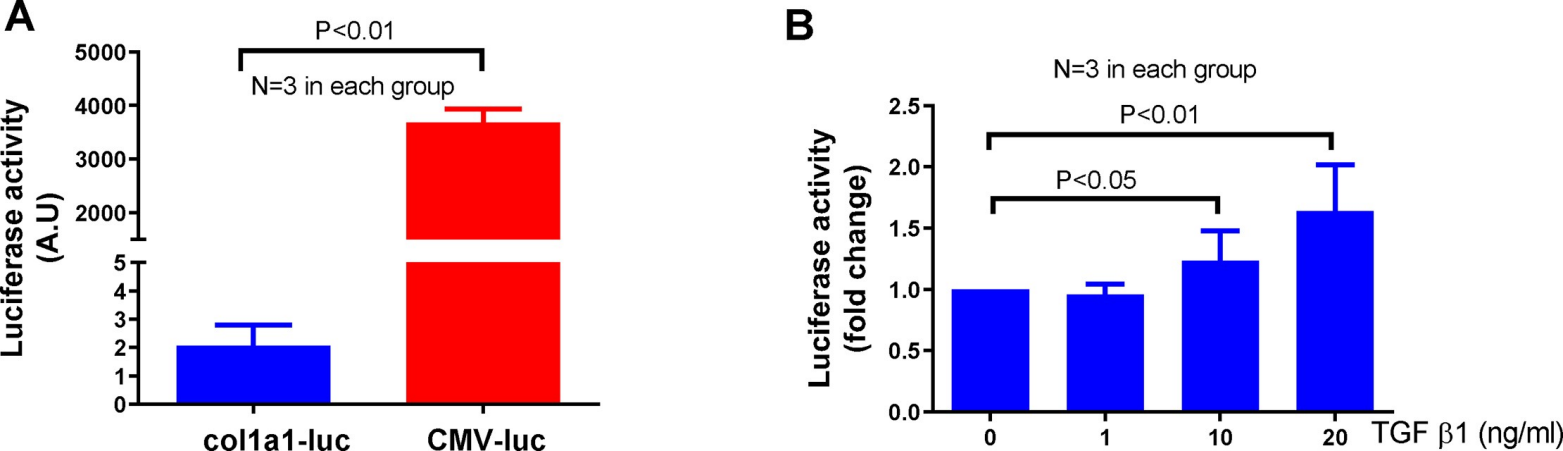
Comparison of col1a1 and CMV promoter’s regulation of downstream gene expression. (A) Both col1a1-luc and CMV-luc vectors were transfected into MEF cells for 24h. Luciferase activity was measured using a firefly luciferase substrate from Promega. (B) MEF cells transfected with col1a1-luc vector for 24 h were treated with TGF-β1 for an additional 24h and luciferase activity was measured. Each treatment was repeated 3 times (N = 3).

### Delivery of the expression vector in cells and animals using lentivirus

To test if lentivirus can be used for delivery of the expression vector, we constructed a vector that contains Col1a1-EGFP and CMV-RFP shown in Fig 3A. The lentivirus packed vector was added to MEF cells cultured in a 6-well plate for 48 h. The fluorescence of EGFP and RFP were examined under a fluorescent microscope. As shown in Fig 3B, the infected MEF cells expressed very strong red RFP fluorescent signals but a very weak green EGFP signal, suggesting that the Col1a1 promoter causes a much lower expression of the downstream gene compared to the CMV promoter.

**Fig 3:**
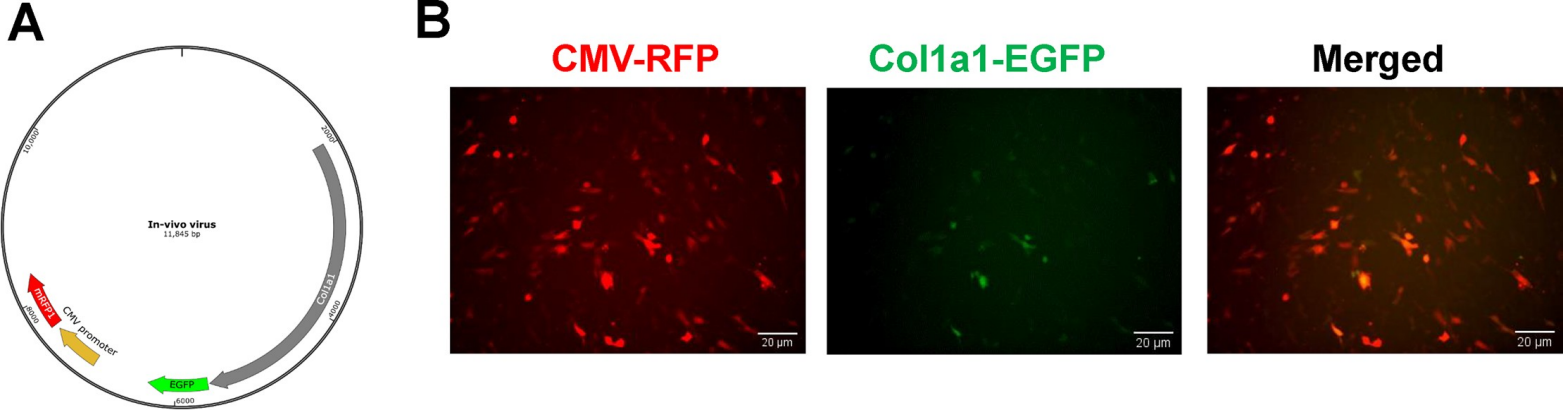
Infection by lentiviral constructs in Mouse Embryonic Fibroblast (MEF) cells. (A) The CMV-RFP/col1a1-EGFP vector was packed into lentivirus and mixed with polybrene. (B) MEF cells were cultured on a 6-well plate for 24h and infected with the lentiviruses for 48h. EGFP and RFP were visualized under a fluorescence microscope with a 20x lens.

To test the delivery of these viruses *in vivo*, 100 μl of the virus suspension was instilled into the lung surface of C57BL/6 mice by the intra-trachea method. The lung tissue was frozen in OTC containing chamber and tissue slides were prepared under frozen conditions. EGFP and RFP fluorescent signals were imaged using a Leica confocal microscope. As shown in Fig 4, the red RFP signal was strong and could be detected in a large area of the lung tissue, but the EGFP signal was barely detected in the tissue slides. This result suggested that the Col1a1 promoter results in much less basal level gene expression in *vivo* just like in cultured cells.

**Fig 4:**
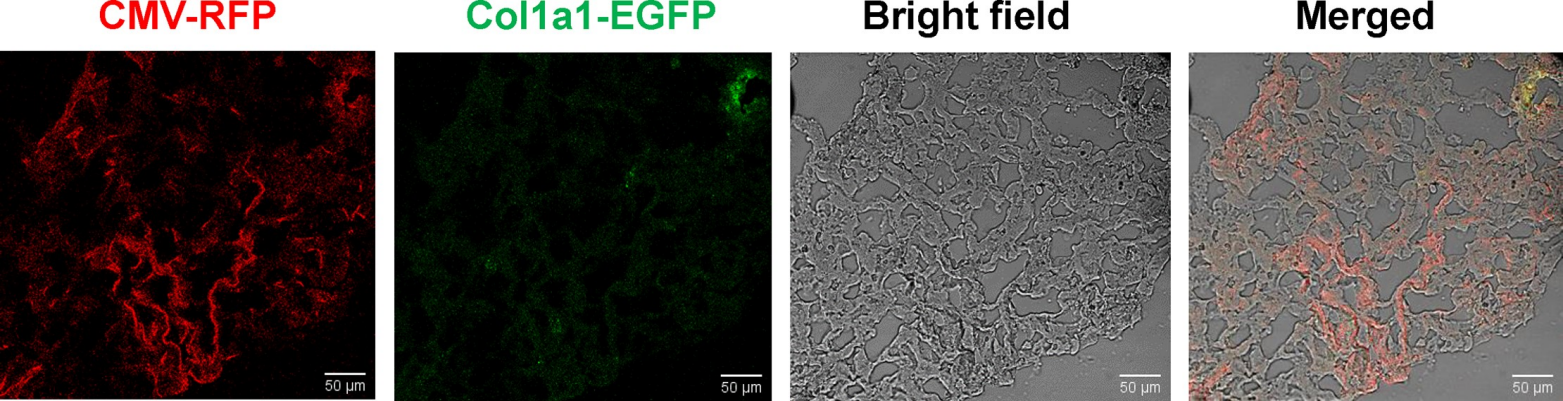
Infection of lentiviruses in Mouse Embryonic Fibroblast (MEF) cells in the lung tissue of mice. The vector was packed into lentivirus and mixed with polybrene. About 100 μl of the mixture was delivered to the lung surface by the intra-trachea method. One week after the delivery, mice were euthanized and a frozen section of lung tissue was prepared. EGFP and RFP were visualized under a Leica confocal microscope.

### Anti-fibrotic effect of Col1a1-miR-29b and CMV-miR-29b vectors

The structures of miR-29b expression vectors are shown in Fig 5A. To test their anti-fibrotic effect, MEF cells were transfected with these miR-29b expression vectors for 6 h before treatment with TGF-β (20 ng/ml) for an additional 24 h. The empty pcDNA3 vector was used as vector control. Cell lysates were collected in Trizol for RNA extraction and RT-PCR analysis. As shown in Fig 5B, treatment of TGF-β1 caused a 3-fold increase in collagen expression in control cells, while transfection of Col1a1-miR-29b or CMV-miR-29b significantly blocked the TGF-β1-induced increase in collagen expression by about 50%. To examine the protein level of collagen type I, the same experiment was conducted, and cell lysates were collected in RIPA buffer for Western blot. As shown in Fig 6A, both Col1a1-miR-29b and CMV-miR-29b vector transfection significantly blocked the TGF-β-induced increase in collagen synthesis in MEF cells. In addition, the culture media was collected from these experiments and equal volume (30 μl) of the culture media was used for Western blot to detect collagen amount. Since there has not been a commonly recognized marker for culture medium, we used equal volume for loading control. As shown in Fig 6B, the transfection of miR-29b expression vectors significantly reduced the amount of collagen secreted into the culture medium. These results demonstrated that overexpression of miR-29b can effectively block TGF-β-induced excessive collagen synthesis and secretion. The uncropped and unadjusted images of these Western blot are presented in the S1 File.

**Fig 5:**
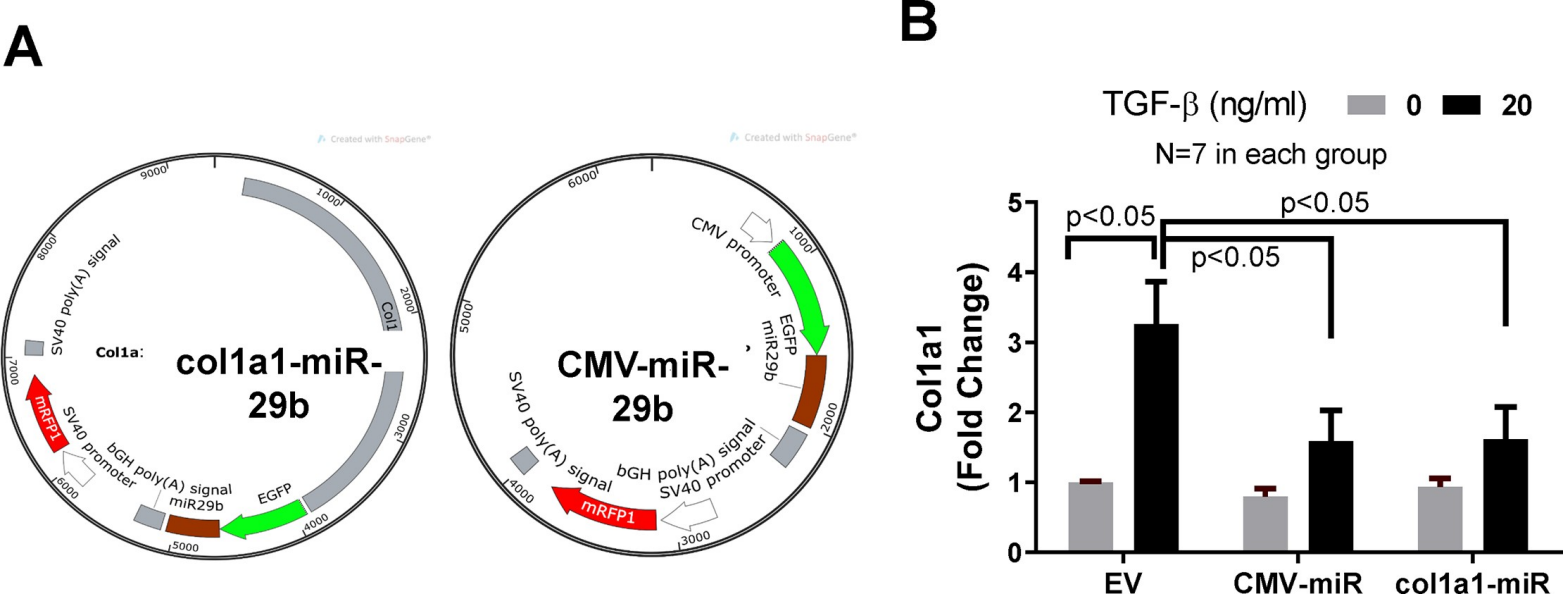
The effect of col1a1-miR-29b and CMV-miR-29b on collagen expression. (A) Structure of Col1a1-miR-29b and CMV-miR-29b vectors. (B) Collagen expression. Col1a1-miR-29b and CMV-miR-29b vectors were transfected into MEF cells for 24h before treatment with TGF-β1 for an additional 24h. Total RNA was then extracted from the cell lysates. RT-qPCR was used to measure the expression of collagen. N = 7 for each group.

**Fig 6:**
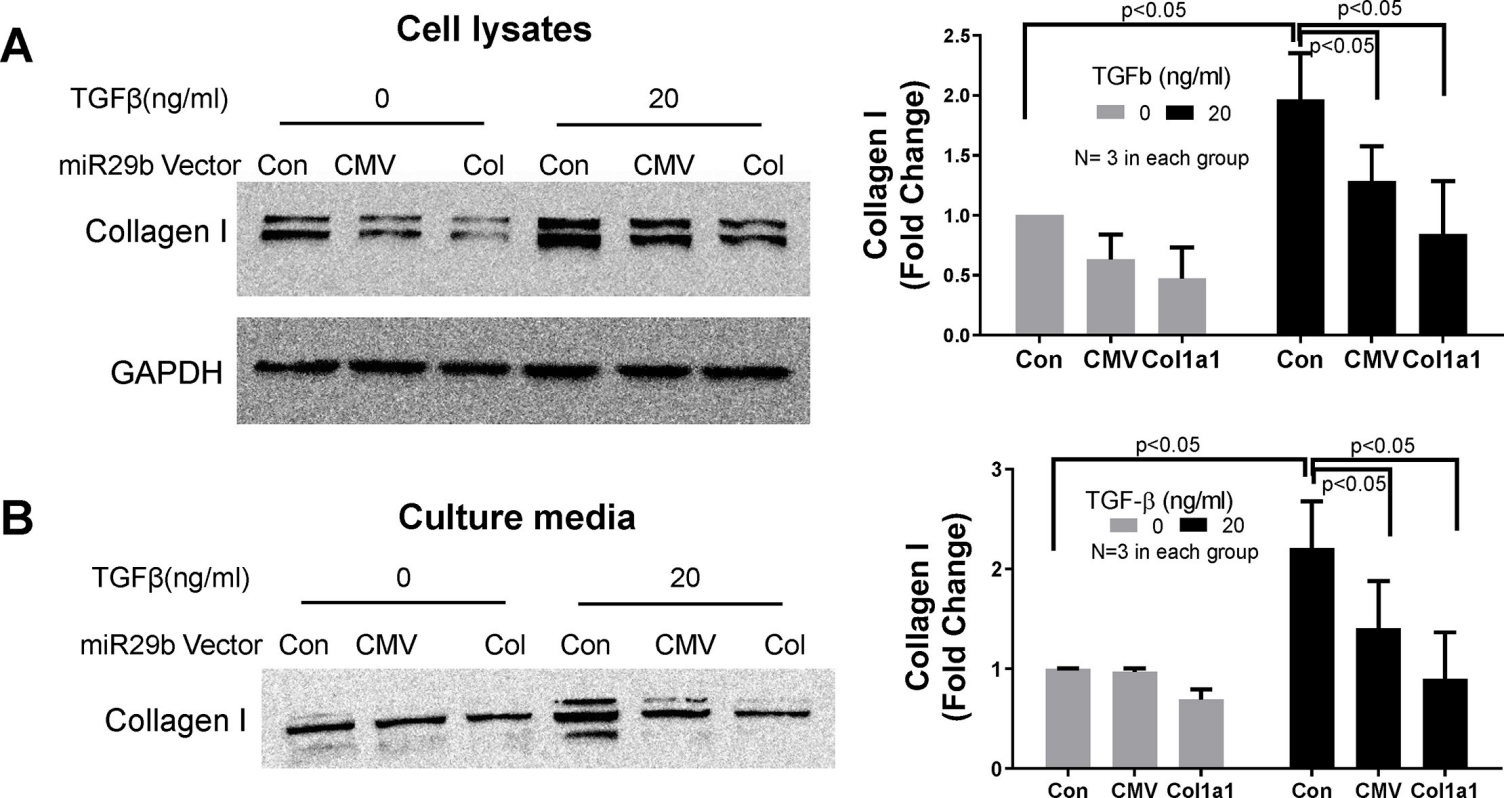
The effect of col1a1-miR-29b and CMV-miR-29b on collagen synthesis. The col1a1-miR-29b and CMV-miR-29b vectors were transfected into MEF cells for 24h before treatment with TGF-β1 for an additional 24h. Cell lysates (A) and culture medium (B) were collected for Western blot. Each of the above experiments were repeated 3 times (N = 3).

### Assessment of gene profiling change in Col1a1-miR-29b and CMV-miR-29b transfected cells using RNA sequencing

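Libraries from mouse embryonic fibroblasts (MEF), cultured cells that make extracellular matrix, were sequenced in 6 groups of 3. Cells held the empty vector, the Col1a1-miR-29b vector or the CMV-miR-29b vector, and from 6 h after transfection they were grown for 24 h with 20 ng/ml TGF-β or without it. The paper describes poly(A) RNA read as paired ends on an Illumina NovaSeq, mapped with HISAT2 and assembled with StringTie. The authors deposited a table of 55450 genes that gives, for each library, a whole-number count without normalization and an FPKM value, a unit scaled for transcript length and library total, which the paper attributes to DESeq2. Total counts per library ranged from 65898017 to 80332633, with a median of 74155860. The lowest group median was 71418843, in Col1a1-miR-29b cells without TGF-β, and the highest was 80073056, in empty vector cells without TGF-β. A gene with 3 counts or fewer in every library of a group was treated as at the floor of detection, which covers counting error only. Counts were scaled by edgeR's TMM factors, and 21161 genes passed edgeR's filter on low counts. Each comparison was tested in a single quasi-likelihood fit over all 18 libraries, with Benjamini-Hochberg adjustment over the genes tested.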

To assess the gene profiling change, MEF cells were transfected with empty vector, Col1a1-miR-29b vector, or CMV-miR-29b vector for 6 h, and was then treated with TGF-β1 for an additional 24 h. The cell lysates were collected for total RNA extraction. The extracted RNA from each group were sent to LC Sciences (Houston TX) for RNA sequencing. Three repeated experiments were performed for each group. DESeq2 R-package was used to obtain the differentially expressed genes (DEG) data and FPKM data. 

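The deposited table lists 2 genes for miR-29b. Mir29b-2 (ENSMUSG00000065412) had 0 to 1 counts per library. Mir29b-1 (ENSMUSG00000065604) is a precursor of 71 bases on the minus strand of chromosome 6 of GRCm38, from 31063023 to 31063093. It overlaps the neighbouring gene Gm27019, on the same strand, by 2 bases. No read was counted on Mir29b-1 in the 6 empty vector libraries. The libraries hold poly(A) RNA, so these counts are of transcripts that span the precursor, and the mature microRNA was not measured. The paper states that the vectors carry the human miR-29b-1 sequence, and any reads from it are counted here at the mouse gene. In cells without TGF-β its normalized count was 172.2 ± 111.0 (SD, n = 3) with the CMV-miR-29b vector and 0.67 ± 0.58 (SD, n = 3) with the Col1a1-miR-29b vector. The raw counts were 110 to 309 in the CMV-miR-29b libraries and 0 to 1 in the Col1a1-miR-29b libraries. All 3 Col1a1-miR-29b libraries were at the floor, so Mir29b-1 was at least 56.7-fold higher with the CMV-miR-29b vector. Without CMV-miR-29b replicate e, the library with 309 counts, the log2 lower bound was 5.15, against 5.82 with all libraries. The fitted log2 fold change of Mir29b-1 was 7.75 (standard error 0.70, adjusted p = 0.00135 from edgeR's quasi-likelihood test). Each CMV-miR-29b library had more Mir29b-1 counts than each Col1a1-miR-29b library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The replicate block, in which the replicate letter entered the model, gave Mir29b-1 a log2 fold change of 7.64 (adjusted p = 0.0286). The alternative that moved it most was limma on log2(FPKM + 1), with a log2 fold change of 4.65.

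**Figure D1:**
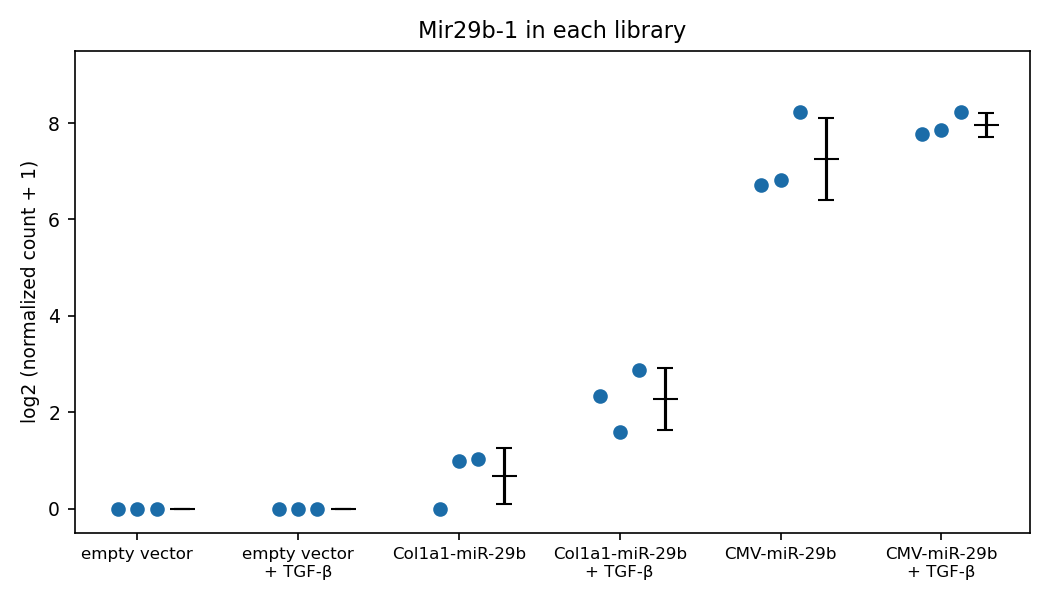
Normalized counts of Mir29b-1 in each library, as the log2 of the count plus 1, for the 6 groups. Points are libraries, and the bars beside them are the mean ± SD of the 3 log2 values. The CMV-miR-29b libraries lie above all others, and the empty vector libraries lie at 0.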

As shown in Fig 7A, the miR-29b expression in CMV-miR-29b transfected cells is about 1000 times higher (log2 foldchange = 9.84) than that with Col1a1-miR-29b transfection in cells without TGF-β treatment. Moreover, TGF-β treatment significantly increased miR-29b expression by about 20 times or a log2 foldchange of 4.5 in Col1a1-miR-29b vector-transfected cells. 

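In Col1a1-miR-29b cells treated with TGF-β, Mir29b-1 had 2 to 6 counts per library, a normalized count of 4.14 ± 2.17 (SD, n = 3). The untreated Col1a1-miR-29b libraries were at the floor, which makes the rise at least 1.36-fold. Without the unlettered treated library, the one with 6 counts, the log2 lower bound was −0.003, which leaves no rise above the floor. Its fitted log2 fold change was 2.41 (standard error 0.91, adjusted p = 0.228 from edgeR). Every treated library exceeded every untreated one (two-sided exact permutation test, p = 0.1, the limit of 3 against 3). In the fit with the replicate block its log2 fold change was 2.34 (adjusted p = 0.497). The rise passed the threshold in none of the alternatives given here. Its smallest adjusted p was 0.103, from limma on log2(FPKM + 0.1), which used 2 libraries of each Col1a1-miR-29b group. The same test had passed with the FPKM of the third libraries, which is not used here.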

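In CMV-miR-29b cells, Mir29b-1 reached a normalized count of 249.8 ± 44.4 (SD, n = 3) with TGF-β, 1.45-fold that of the untreated CMV-miR-29b cells. The log2 fold change was 0.54 (standard error 0.42, adjusted p = 0.662 from edgeR), smaller than the spread between the untreated libraries. An exact two-sided permutation test gave p = 0.3. The replicate block gave 0.69 (adjusted p = 0.45).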

TGF-β treatment did not cause a significant increase in miR-29b expression in CMV-miR-29b vector-transfected cells. These data further demonstrated the dynamic expression of miR-29b with the Col1a1 promoter in response to fibrotic regulation. In addition to miR-29b change, we identified 249 significantly regulated genes (180 upregulated and 69 downregulated, at least 2-fold change and adjusted p-value <0.05) after TGF-β treatment, which is shown in the volcano plot (Fig 7B). 

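Against empty vector cells treated with TGF-β, where Mir29b-1 had 0 counts in all 3 libraries, its log2 fold change was 5.09 (standard error 1.28, adjusted p = 0.0241 from edgeR) with the Col1a1-miR-29b vector and 10.97 (standard error 0.89, adjusted p = 0.0015) with the CMV-miR-29b vector. As lower bounds against the floor, these were at least 1.37-fold and at least 82.5-fold. Whether the rise with TGF-β differed between the vectors was not tested. From a rise under the Col1a1 promoter and none under the CMV promoter (Fig 7A), the paper further concludes that miR-29b expression from the Col1a1 promoter follows fibrotic regulation. Its other evidence is a luciferase assay, in which activity from the Col1a1 promoter rose with the dose of TGF-β1 (Fig 2B).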

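In empty vector cells, TGF-β changed 253 genes at least 2-fold with an adjusted p under 0.05 by edgeR's quasi-likelihood test, 184 of them higher and 69 lower. Without the fold threshold the count was 1245, of which 820 were higher, and with scaling by total counts 672 of 1265 were higher. A test against a 2-fold change, in place of a fold filter, left 58 genes. DESeq2 called 349 genes at least 2-fold, and 242 of the 253 were among them. In the fit with the replicate block, 220 genes changed at least 2-fold. The deviations of libraries from their group means had a mean correlation of 0.01 between libraries of the same letter and −0.005 between libraries of different letters. Among genes that changed the same way in all 3 same-letter pairs, the largest rise was in AC157931 (ENSMUSG00000086753), a transcript on chromosome 5 with 0 counts in the untreated libraries and 372 to 551 in the treated ones, at least 157-fold higher (adjusted p = 0.04 from edgeR). Ctsw followed Olr1 among the rises, with a log2 fold change of 5.07 (standard error 0.35, adjusted p = 1.28e-07). The largest falls were in Gm3488, Dchs2 and Ccl20, with log2 fold changes of −4.02 (standard error 0.79), −2.36 (standard error 0.29) and −2.22 (standard error 0.22).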

Using FPKM data resulted from DESeq2 analysis, a heatmap was created to show the overall gene expression change between the control and treated groups (Fig 7C). 

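The FPKM values in the deposited table followed the counts: in the 16 libraries whose FPKM was used, every gene with 0 counts was listed with an FPKM of 0.0001. For Col3a1 (ENSMUSG00000026043, chromosome 1), mean FPKM in empty vector cells was 18.6 ± 1.9 (SD, n = 3) without TGF-β and 35.5 ± 4.3 (SD, n = 3) with it. With TGF-β it was 20.0 ± 0.47 (SD, n = 2) in Col1a1-miR-29b cells, where the FPKM of the third library was not used here, and 23.2 ± 1.7 (SD, n = 3) in CMV-miR-29b cells. With limma on log2(FPKM + 1) in place of counts, TGF-β changed 62 genes at least 2-fold in empty vector cells. On log2(FPKM + 0.1) the count was 206.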

We observed that a variety of fibrosis-related genes such as different isoforms of collagen and other ECM genes were elevated in TGF-β treated groups, but overexpression of miR-29b inhibited the effect of TGF-β in these cells. 

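Fig 7C draws 25 genes of the extracellular matrix, collagens included. TGF-β raised all 25 with an adjusted p under 0.05 (edgeR) in empty vector cells, and it also raised all 25 in Col1a1-miR-29b cells and in CMV-miR-29b cells. The median log2 rise was 1.26 with the empty vector, 0.99 with Col1a1-miR-29b and 1.12 with CMV-miR-29b. In cells with TGF-β, 21 of the 25 were lower with Col1a1-miR-29b than with the empty vector, 11 of them with an adjusted p under 0.05, and 11 when adjusted over the 25 alone, where 1 was higher. With CMV-miR-29b, 18 were lower, 0 of them with an adjusted p under 0.05, 7 when adjusted over the 25 alone and 11 at an unadjusted p under 0.05. The rise itself was smaller in 19 of the 25 genes with Col1a1-miR-29b and in 14 with CMV-miR-29b. A test of the difference in the response to TGF-β, over all genes, gave 0 genes with an adjusted p under 0.05 for Col1a1-miR-29b (961 at an unadjusted p under 0.05) and 0 for CMV-miR-29b (1129 at an unadjusted p under 0.05). Adjusted over the 25 alone, the response was smaller in 2 genes with Col1a1-miR-29b and in 0 with CMV-miR-29b (6 and 1 at an unadjusted p under 0.05). Over all genes the counts were 2 and 0 genes with the replicate block. DESeq2 gave 21 and 19. Tested as a set with camera, the 25 genes had a median difference in response of −0.138 with Col1a1-miR-29b (adjusted p = 7.03e-05). With CMV-miR-29b it was −0.0427 (adjusted p = 0.792). With the correlation between genes estimated from the data, the adjusted p with Col1a1-miR-29b was 0.164. The paper drew these genes as differentially expressed in the same libraries, so their rise with TGF-β is no independent evidence. A choice of genes for their pattern across the vectors cannot be excluded either. From the lower expression in these heatmap rows the paper states that miR-29b inhibited the effect of TGF-β.

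**Figure D2:**
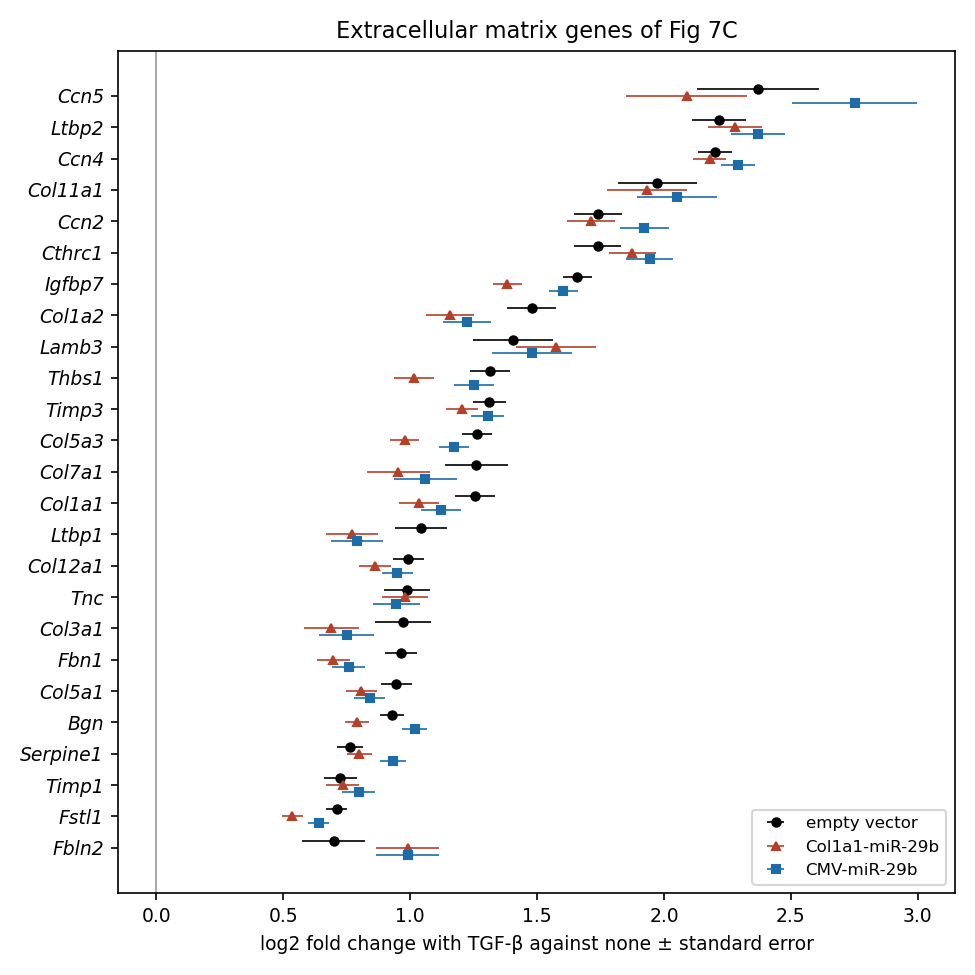
Log2 fold change with TGF-β against none, with its standard error, for the 25 extracellular matrix genes in cells with each vector. All points lie above 0, between 0.54 and 2.75. The paper drew these genes as differentially expressed in the same libraries.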

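Itga2 (ENSMUSG00000015533, chromosome 13 from 114833081 to 114932100) encodes integrin alpha 2 and had few reads. Its counts in the empty vector libraries were 0, 23 and 0 without TGF-β and 21, 76 and 49 with it. That is a 6.66-fold difference, with a log2 fold change of 2.74 (standard error 1.13, adjusted p = 0.211 from edgeR). The rise in Itga2 passed the threshold in 1 other fit given here, the one without empty vector replicate d, at a log2 fold change of 8.59 (adjusted p = 0.00815). Limma on FPKM had also passed with the FPKM of the 2 unlettered libraries, which are not used here. Acta2 (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590) encodes α-SMA. It went from 254.2 ± 24.0 to 793.0 ± 90.6 normalized counts (SD, n = 3), a 3.12-fold rise, with a log2 fold change of 1.64 (standard error 0.14, adjusted p = 2.11e-06). The related integrin gene Itga11 had a log2 fold change of 2.59 (standard error 0.21, adjusted p = 9.91e-07).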

TGF-β also increased the integrin alpha 2 (Itga2) to about 7-fold and increased α-SMA (Acta2) gene expression to about 3-fold. Both are closely related with tissue fibrosis. However, they were not inhibited by the miR-29b overexpression. In addition to these fibrosis-related genes, TGF-β also regulated metabolism-related gene, e.g., it significantly increased acetyl-Coenzyme A acyltransferase 1B (acaa1b) and oxidized low density lipoprotein receptor 1 (olr1), and significantly decreased arachidonate 8-lipoxygenase (Alox8) and glycine C-acetyltransferase (Gcat). 

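Among cells treated with TGF-β, Acta2 differed from empty vector cells by a log2 fold change of −0.06 (standard error 0.14, adjusted p = 0.856 from edgeR) with Col1a1-miR-29b and −0.02 (standard error 0.14, adjusted p = 0.98) with CMV-miR-29b. For Itga2 the log2 fold changes were −0.21 (standard error 1.01, adjusted p = 0.933) and −0.11 (standard error 1.01, adjusted p = 0.983). With a standard error of that size, a fall of 2-fold in Itga2 was not detectable. Its sign turned positive with CMV-miR-29b under the replicate block, at a log2 fold change of 0.005, and that of Acta2 under scaling by total counts, at 0.014.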

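Olr1 (ENSMUSG00000030162, chromosome 6) rose from 11.9 ± 4.7 to 422.2 ± 101.5 normalized counts (SD, n = 3) with TGF-β in empty vector cells. Its log2 fold change was 5.14 (standard error 0.36, adjusted p = 1.79e-07 from edgeR). Acaa1b (ENSMUSG00000010651, chromosome 9) had 0 counts in the 3 untreated libraries and 44, 10 and 0 in the treated ones, at least 6.59-fold higher on average (adjusted p = 0.325). With DESeq2 the adjusted p for Acaa1b was 1.43e-06. Alox8 (ENSMUSG00000020891, chromosome 11) had 91, 61 and 0 counts without TGF-β and 0 in the 3 libraries with it, at least 15.6-fold lower on average (adjusted p = 0.278). The table holds Gcat as a pair of overlapping entries on chromosome 15. The first, ENSMUSG00000006378, had a log2 fold change of −0.19 (standard error 0.13, adjusted p = 0.536). The other Gcat entry, ENSMUSG00000116378, had 4 to 401 counts without TGF-β and 0 to 8 with it, a log2 fold change of −5.55 (standard error 2.56, adjusted p = 0.284). DESeq2 on the groups compared alone, an alternative chosen after the data were seen, gave an adjusted p of 0.0307 for this Gcat entry.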

The interaction of these genes and their specific physiological and pathological effect are hard to explain by individual gene expression. Therefore, we performed a KEGG pathway analysis to understand the overall effect of TGF-β treatment.

**Fig 7:**
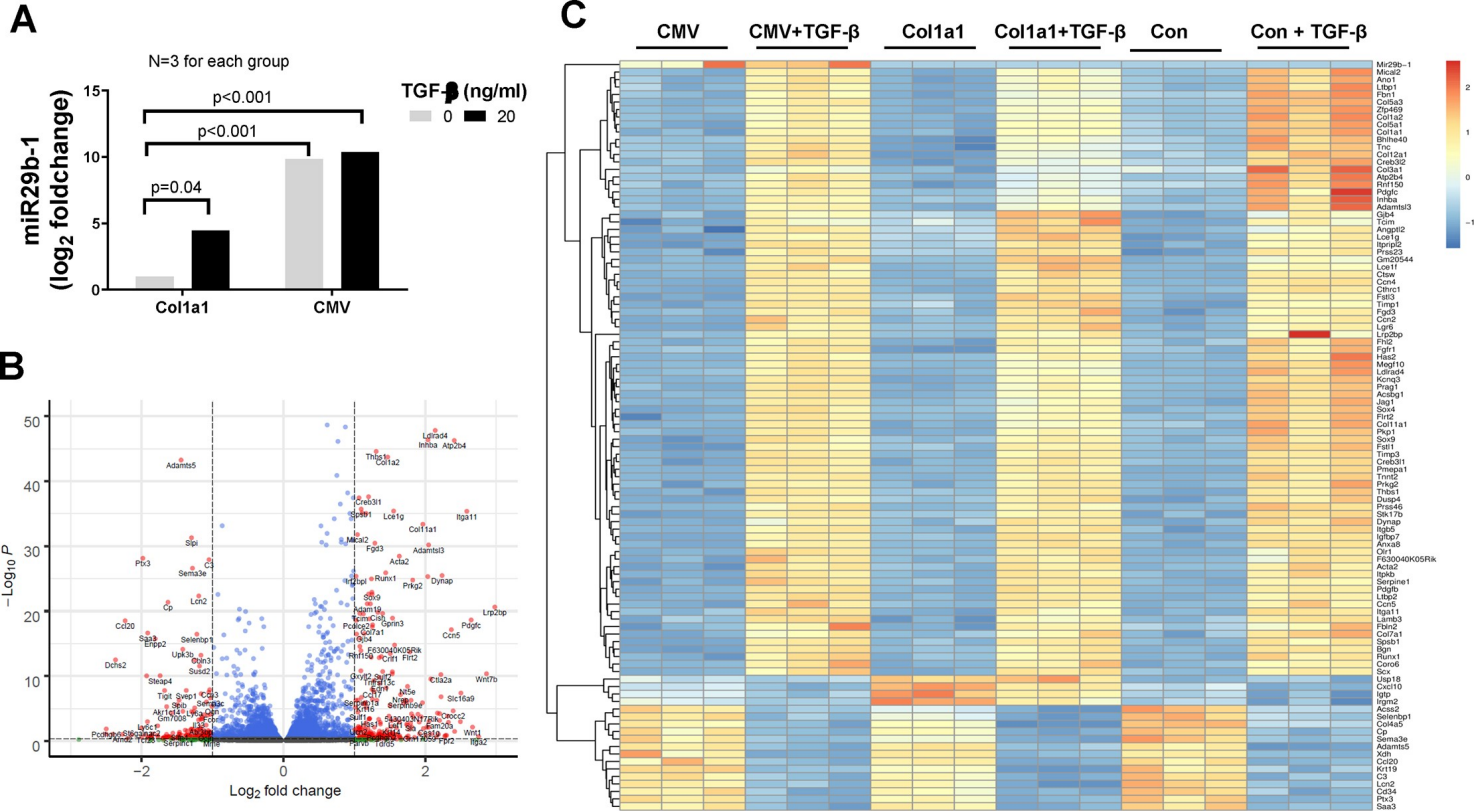
Differentially Expressed Gene (DEG) profiling in MEF cells. MEF cells transfected with empty vector, col1a1-miR-29b vector, or CMV-miR-29b vector, then treated with 20 ng/ml TGF-β for 24h. The total RNA was extracted for RNA-sequencing by LC Science. (A) The log2 foldchange of miR-29b expression cells in transfected cells. The log2 fold change and p-value were calculated using R-package DESeq2 as described in the Method section. (B) Volcano plot of significantly regulated genes after TGF-β treatment. (C) Heatmap of DEG in different groups.

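The deposited table names the KEGG pathways of each gene, and 174 genes of focal adhesion, 66 of ECM-receptor interaction and 77 of TGF-β signaling were tested. With TGF-β in empty vector cells, the median log2 fold change was 0.07 for focal adhesion (112 of 174 genes higher, adjusted p = 1.34e-07 from camera, over 33 pairs of pathway and comparison). It was 0.12 for ECM-receptor interaction (39 of 66 higher, adjusted p = 4.64e-07) and 0.04 for TGF-β signaling (49 of 77 higher, adjusted p = 0.00155). Fitted with the replicate block, the medians of focal adhesion, ECM-receptor interaction and TGF-β signaling genes were 0.07, 0.09 and 0.04. Camera was given an inter-gene correlation of 0.01. With the correlation estimated from the data, the adjusted p was 0.0739 for focal adhesion, 0.0739 for ECM-receptor interaction and 0.141 for TGF-β signaling. These 3 tests were added after the table was seen.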

KEGG pathway analysis using GAGE R-package showed that TGF-β in empty vector-transfected cells induced upregulation of several fibrosis-related pathways including focal adhesion, ECM receptor interaction, and TGF-β pathways. The top 10 up and down regulated pathways are listed in Table 1. The representative gene maps of the upregulated KEGG pathways (TGF-β signaling pathway and ECM-receptor interaction) are shown in Fig 8. 

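The gene families drawn in Fig 8 were written out before the data were examined, as 72 tested ECM-receptor genes and 75 tested TGF-β signaling genes. With TGF-β in empty vector cells, the median log2 fold change of the ECM-receptor genes was 0.16 (44 of 72 higher, adjusted p = 5.43e-15 from camera, over 55 pairs of gene set and comparison). It was 0.05 for the TGF-β signaling genes (49 of 75 higher, adjusted p = 6.74e-05). Under the replicate block these medians were 0.16 (adjusted p = 1.46e-10) and 0.04 (adjusted p = 0.000478). The alternative that moved both most was limma on log2(FPKM + 1), with medians of 0.0037 and 0.0006. Without the collagens, the median of the ECM-receptor genes was 0.05 (adjusted p = 0.000147).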

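In cells with TGF-β, the focal adhesion genes of the KEGG annotation had a median log2 fold change against the empty vector of −0.10 with Col1a1-miR-29b (54 of 174 genes higher, adjusted p = 8.88e-06 from camera) and −0.06 with CMV-miR-29b (59 of 174 higher, adjusted p = 0.000423). The ECM-receptor genes drawn in Fig 8 had medians of −0.13 (21 of 72 higher, adjusted p = 4.6e-06) and −0.10 (23 of 72 higher, adjusted p = 1.51e-06). The replicate block gave focal adhesion medians of −0.14 and −0.07 and ECM-receptor medians of −0.15 and −0.08, each with an adjusted p under 0.05. With offsets for transcript length and GC content, chosen after the data were seen, the ECM-receptor medians were −0.07 and −0.07 (adjusted p = 0.00348 and 0.000276). The KEGG ECM-receptor interaction genes had medians of −0.08 with Col1a1-miR-29b (adjusted p = 0.00321) and −0.08 with CMV-miR-29b (adjusted p = 0.00229), and with these offsets −0.02 (adjusted p = 0.103) and −0.04 (adjusted p = 0.0434). Camera with the correlation estimated from the data gave these KEGG genes an adjusted p of 0.141 with each vector. For focal adhesion it gave 0.0979 with Col1a1-miR-29b and 0.141 with CMV-miR-29b. For the ECM-receptor genes drawn in Fig 8 it gave 0.0435 with Col1a1-miR-29b and 0.0365 with CMV-miR-29b.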

To examine the effect of miR-29b on TGF-β-activated pathways, we analyzed the pathway changes in CMV-miR-29b or Col1a1-miR-29b transfected cells versus the empty vector-transfected cells, and the result showed that TGF-β-induced focal adhesion and ECM receptor interaction pathways were downregulated by miR-29b overexpression. The pathways affected by Col1a1-miR-29b and CMV-miR-29b transfection are listed in Table 2.

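The TGF-β signaling genes drawn in Fig 8 were also lower in cells with TGF-β, with a median log2 fold change of −0.13 with Col1a1-miR-29b (adjusted p = 0.000246 from camera) and −0.08 with CMV-miR-29b (adjusted p = 0.000541). With the correlation between genes estimated from the data, the adjusted p values were 0.0712 and 0.0848. The response to TGF-β itself did not differ detectably for these sets. Its median difference from empty vector cells for the ECM-receptor genes was −0.06 with Col1a1-miR-29b (adjusted p = 0.192) and −0.07 with CMV-miR-29b (adjusted p = 0.133). Without TGF-β, the ECM-receptor genes were lower by medians of −0.12 (adjusted p = 7.9e-05) and −0.06 (adjusted p = 0.00033) with the same vectors. Camera with the estimated correlation gave these medians adjusted p values of 0.0709 and 0.0848. Table 2 of the paper lists focal adhesion for both vectors, and ECM-receptor interaction and TGF-β signaling for CMV-miR-29b only. From these lists the paper concludes that miR-29b lowered focal adhesion and ECM-receptor interaction, which TGF-β had induced.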

**Fig 8:**
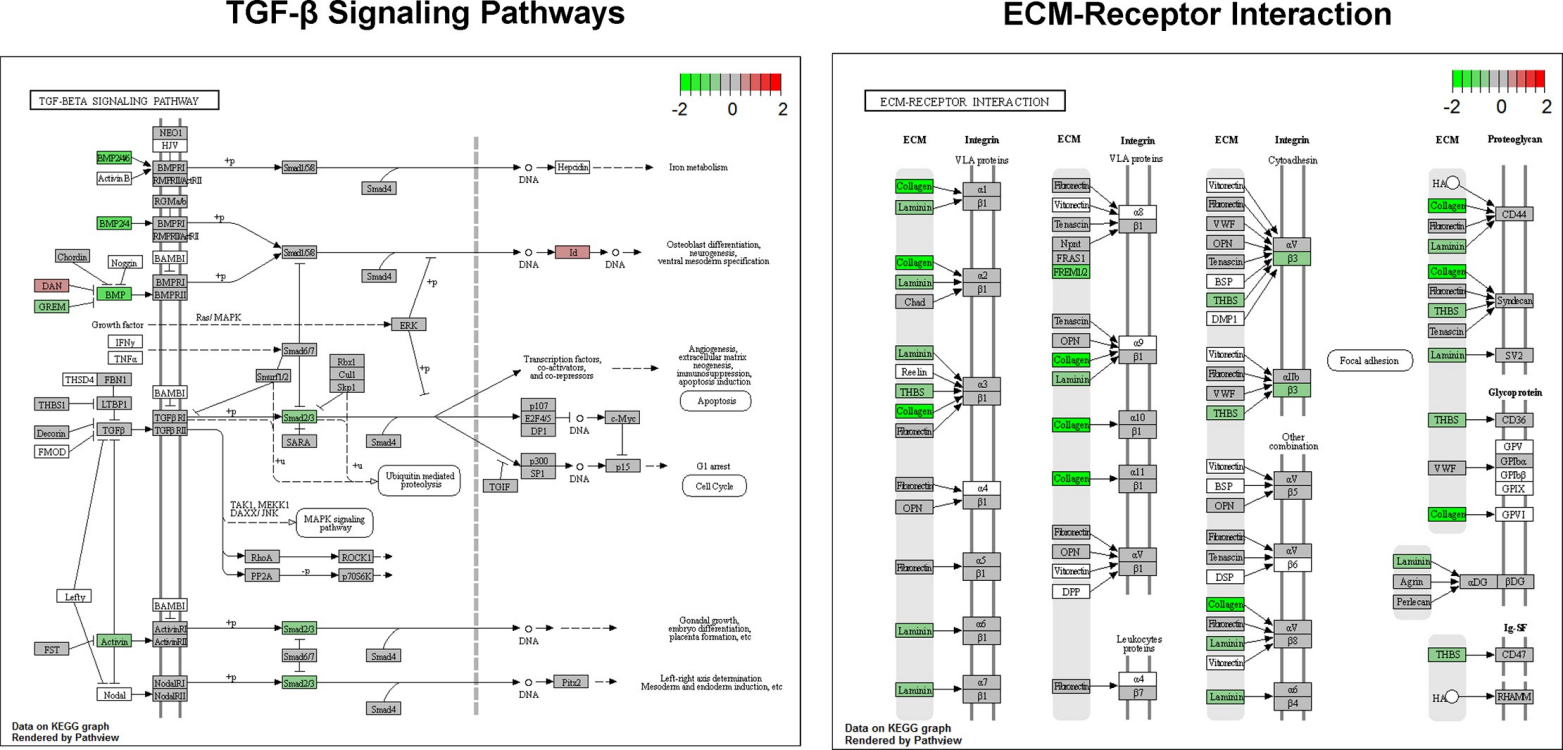
Representative gene map of upregulated KEGG pathways after TGF-β treatment. Pathway analysis was performed using GAGE R-package and a gene map was obtained using Pathview R-package as described in the Method section.

**Table 1:** TGF-β-induced KEGG pathway changes in MEF cells.

Upregulated KEGG pathways	p.geomean	p.val	q.val	set.size
mmu04510 Focal adhesion	0.001	0.001	0.130	165
mmu04512 ECM-receptor interaction	0.003	0.003	0.214	66
mmu04974 Protein digestion and absorption	0.007	0.007	0.357	39
mmu04540 Gap junction	0.014	0.014	0.563	63
mmu04350 TGF-beta signaling pathway	0.061	0.061	0.964	64
mmu04370 VEGF signaling pathway	0.077	0.077	0.964	59
mmu04115 p53 signaling pathway	0.083	0.083	0.964	62
mmu00532 Glycosaminoglycan biosynthesis—chondroitin sulfate	0.106	0.106	0.964	15
mmu04810 Regulation of actin cytoskeleton	0.112	0.112	0.964	164
mmu04310 Wnt signaling pathway	0.142	0.142	0.964	117
**Downregulated KEGG pathways**	**p.geomean**	**p.val**	**q.val**	**set.size**
mmu00980 Metabolism of xenobiotics by cytochrome P450	0.003	0.003	0.309	31
mmu04612 Antigen processing and presentation	0.004	0.004	0.309	52
mmu00982 Drug metabolism—cytochrome P450	0.006	0.006	0.309	31
mmu00480 Glutathione metabolism	0.009	0.009	0.368	41
mmu00100 Steroid biosynthesis	0.024	0.024	0.627	16
mmu00620 Pyruvate metabolism	0.027	0.027	0.627	34
mmu00900 Terpenoid backbone biosynthesis	0.033	0.033	0.627	13
mmu00860 Porphyrin and chlorophyll metabolism	0.035	0.035	0.627	23
mmu04514 Cell adhesion molecules (CAMs)	0.036	0.036	0.627	68
mmu00380 Tryptophan metabolism	0.062	0.062	0.832	26

**Table 2:** Downregulated KEGG pathways by Col1a1-miR-29b and CMV-miR-29b in MEF cells treated with TGF-β.

Col1a1-miR-29b Downregulated	p.geomean	p.val	q.val	set.size
mmu04510 Focal adhesion	0.002	0.002	0.245	165
mmu04530 Tight junction	0.015	0.015	0.579	89
mmu04120 Ubiquitin mediated proteolysis	0.026	0.026	0.579	129
mmu00564 Glycerophospholipid metabolism	0.029	0.029	0.579	65
mmu04520 Adherens junction	0.030	0.030	0.579	65
mmu04666 Fc gamma R-mediated phagocytosis	0.043	0.043	0.579	71
mmu00970 Aminoacyl-tRNA biosynthesis	0.055	0.055	0.579	42
mmu04664 Fc epsilon RI signaling pathway	0.055	0.055	0.579	53
mmu01040 Biosynthesis of unsaturated fatty acids	0.056	0.056	0.579	20
mmu04150 mTOR signaling pathway	0.059	0.059	0.579	47
**CMV-miR-29b Downregulated**	**p.geomean**	**p.val**	**q.val**	**set.size**
mmu04510 Focal adhesion	0.001	0.001	0.066	160
mmu04512 ECM-receptor interaction	0.001	0.001	0.066	61
mmu04974 Protein digestion and absorption	0.011	0.011	0.546	36
mmu04540 Gap junction	0.034	0.034	0.796	63
mmu04350 TGF-beta signaling pathway	0.038	0.038	0.796	61
mmu04120 Ubiquitin mediated proteolysis	0.049	0.049	0.796	129
mmu04370 VEGF signaling pathway	0.063	0.063	0.796	58
mmu04520 Adherens junction	0.066	0.066	0.796	64
mmu04710 Circadian rhythm—mammal	0.086	0.086	0.796	20
mmu04012 ErbB signaling pathway	0.089	0.089	0.796	75

It is known that miR-29b is a potent anti-fibrotic microRNA and its predicted targeting genes include multiple ECM genes and hundreds of other genes. To examine the effect of miR-29b overexpression on its targeting genes in these cells, we picked the top 100 predicted miR-29b targeting genes based on their scores from miRDB database (http://mirdb.org/). The targeting genes’ names were matched with their differential gene expression data from RNA-sequencing. A heatmap using the FPKM data for these targeting genes was created and shown in Fig 9. 

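Of the predicted targets, 67 could be read in Fig 9, and all 67 were tested. In cells with TGF-β, their median log2 fold change against the empty vector was −0.13 with Col1a1-miR-29b (48 of 67 genes lower, adjusted p = 3.5e-06 from camera). With CMV-miR-29b it was −0.13 (54 of 67 lower, adjusted p = 5.47e-12). Fits with the replicate block gave −0.14 (adjusted p = 4.46e-06) and −0.13 (adjusted p = 2.81e-11). The offsets for transcript length and GC content changed the call with Col1a1-miR-29b, to a median of −0.03 (adjusted p = 0.117), and not with CMV-miR-29b, at −0.07 (adjusted p = 2.06e-07). The 56 genes other than collagens had medians of −0.11 with each vector.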

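Among the 67 predicted targets named in Fig 9, 19 were lower and 4 higher with Col1a1-miR-29b at an adjusted p under 0.05 over all genes (edgeR), in cells with TGF-β. Adjusted over the 67 alone, 24 were lower and 5 higher. With CMV-miR-29b, 0 passed over all genes, 18 lower and 0 higher passed over the 67 alone, and 26 lower and 2 higher had an unadjusted p under 0.05. The 3 largest changes with Col1a1-miR-29b were falls in Nav1, Col3a1 and Col11a1. The log2 fold change of Nav1 (ENSMUSG00000009418) was −1.06 (standard error 0.16, adjusted p = 0.00104) and that of Col11a1 was −0.59 (standard error 0.15, adjusted p = 0.0175). Over the 67 genes the log2 fold changes ran from −1.06 to 0.48 with Col1a1-miR-29b and from −0.67 to 0.41 with CMV-miR-29b.

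**Figure D3:**
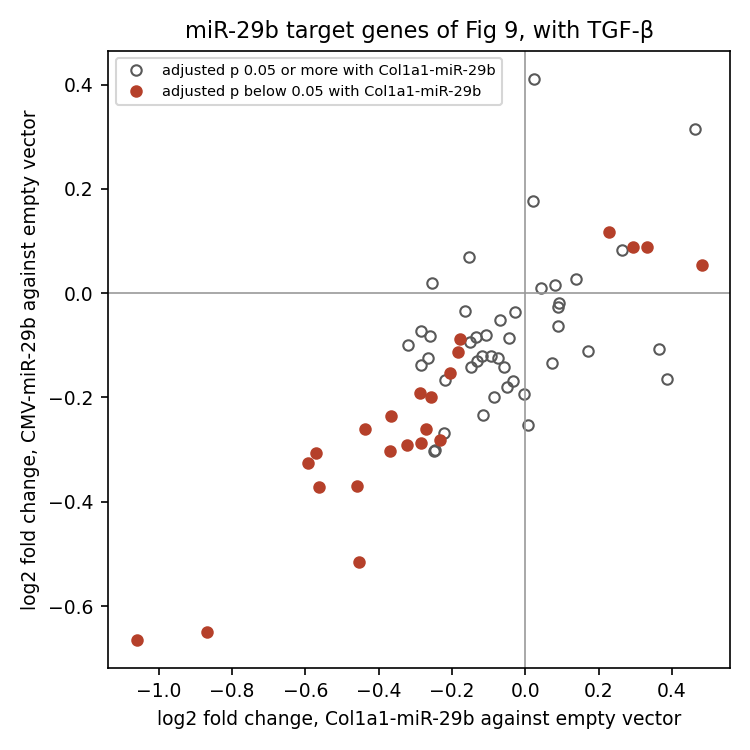
Log2 fold change against the empty vector, in cells with TGF-β, of the 67 target genes of Fig 9 with Col1a1-miR-29b (horizontal axis) and CMV-miR-29b (vertical axis). Each point is a gene, filled where its adjusted p with Col1a1-miR-29b is under 0.05. Both axes use the same empty vector libraries.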

We found that a broad spectrum of ECM genes was targeted by the miR-29b overexpression, but not all predicted miR-29b targeting genes were inhibited by miR-29b and some were even upregulated. However, the regulatory effect was mostly moderate. 

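Of 33 collagen genes tested, 12 were lower with Col1a1-miR-29b than with the empty vector in cells with TGF-β (adjusted p under 0.05, edgeR), and 0 were higher at that threshold. Adjusted over the collagen genes alone, 13 were lower. Their decreases ran from 16.3% to 70.4%. Col4a2 (ENSMUSG00000031503, chromosome 8) was 16.3% lower, with a log2 fold change of −0.26 (standard error 0.05, adjusted p = 0.00452). Col3a1 was 45.2% lower, with a log2 fold change of −0.87 (standard error 0.11, adjusted p = 0.000449). Col1a1 and Col1a2 were 27.2% and 35.6% lower. The largest decrease, 70.4%, was in Col6a3, which had 156 to 237 counts per empty vector library. TGF-β alone raised 11 of the 12 genes in empty vector cells. Without TGF-β, 10 collagen genes were lower with Col1a1-miR-29b, 8 of them among the 12. In the replicate block fit 9 collagen genes were lower with TGF-β and 2 without it, and with offsets for transcript length and GC content 8 and 5.

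**Figure D4:**
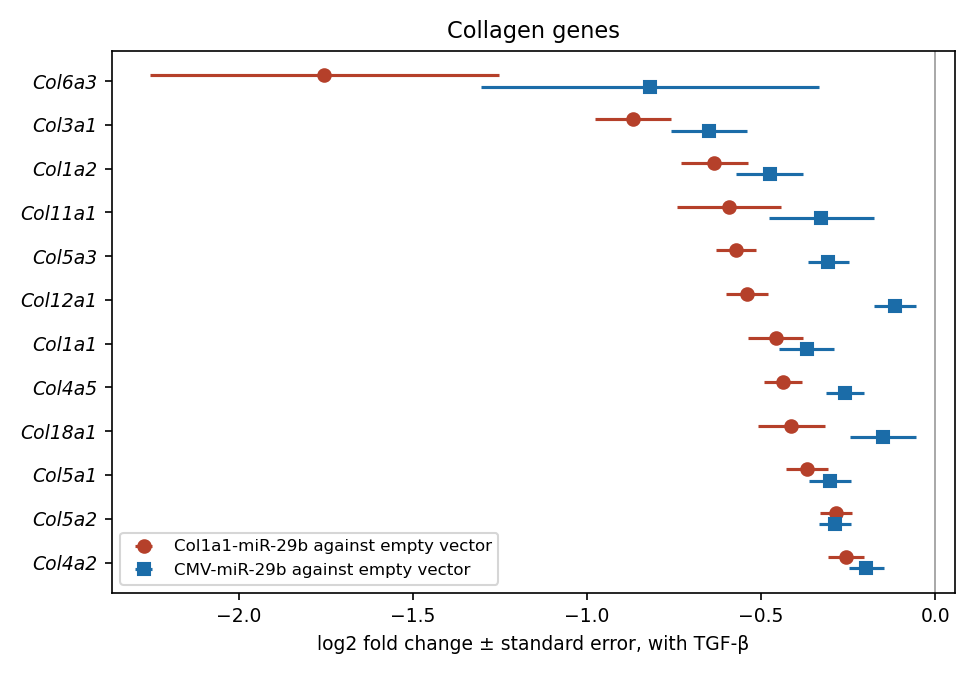
Log2 fold change against the empty vector, with its standard error, in cells with TGF-β, for the 12 collagen genes lower with Col1a1-miR-29b. Circles are Col1a1-miR-29b and squares CMV-miR-29b, and all lie below 0.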

Overexpression of miR-29b decreased at least 8 isoforms of collagen gene with adjusted p-value less than 0.05, but the percentage change was between 17% (col4a2) and 45% (col3a1) in col1a1-miR-29b transfected MEF cells. 

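With CMV-miR-29b in cells with TGF-β, 0 collagen genes were lower with an adjusted p under 0.05 over all genes (edgeR), 8 were lower when adjusted over the collagen genes alone, and 10 at an unadjusted p under 0.05. All 12 collagen genes that were lower with Col1a1-miR-29b also had a negative log2 fold change with CMV-miR-29b. The smallest adjusted p values were those of Col5a2, with a log2 fold change of −0.29 (standard error 0.05, adjusted p = 0.0559), and of Col3a1, at −0.65 (standard error 0.11, adjusted p = 0.0559). DESeq2 called 8 collagen genes lower, and all 8 were among those it called lower with Col1a1-miR-29b. The count was also 0 with the replicate block.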

In CMV-miR-29b transfected cells, the result was very similar with 9 isoforms of collagen gene inhibited. 

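No gene in the deposited table has the symbol Snord27. Gm24452 (ENSMUSG00000065281), a small nucleolar RNA gene of 72 bases inside Snhg1 on chromosome 19 from 8724531 to 8724602, was chosen for this comparison after its values were seen. With TGF-β, Gm24452 had 51, 42 and 27 counts in the empty vector libraries and 1, 1 and 3 in the Col1a1-miR-29b libraries, at least 13.1-fold lower (adjusted p = 0.075 from edgeR). DESeq2 gave it an adjusted p of 0.00959. Its counts in empty vector cells without TGF-β were 1, 53 and 1. The host gene Snhg1 had a log2 fold change of −0.11 (standard error 0.07, adjusted p = 0.385). Cpt1b (ENSMUSG00000078937, chromosome 15) had 186, 206 and 86 counts with the empty vector and TGF-β and 29, 9 and 16 with CMV-miR-29b and TGF-β, 88.2% lower. Its log2 fold change was −3.08 (standard error 0.99, adjusted p = 0.263 from edgeR), and DESeq2 gave an adjusted p of 0.0378. Cpt1b also varied within groups, from 10 to 195 counts in empty vector cells without TGF-β. The adjacent gene Chkb had a log2 fold change of −0.05 (standard error 0.20, adjusted p = 0.954).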

On the other hand, transfection of col1a1-miR-29b caused about 95% inhibition of small nucleolar RNA SNORD27 expression, while transfection of CMV-miR-29b inhibited 88% of carnitine palmitoyltransferase 1b (Cpt1b) expression. 

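Over all genes, in cells with TGF-β, Col1a1-miR-29b changed 2738 genes against the empty vector (1123 higher and 1615 lower, adjusted p under 0.05 from edgeR), 189 of them at least 2-fold. A test against a 2-fold change gave 0 genes (219 at an unadjusted p under 0.05). Scaled by total counts, 1469 of 2792 were higher. The replicate block left 1152 genes. CMV-miR-29b changed 2 genes, and 2531 genes had an unadjusted p under 0.05. The 2 were Mir29b-1 itself and Plpp6 (ENSMUSG00000040105, chromosome 19), with a log2 fold change of 0.87 (standard error 0.09, adjusted p = 0.0015). The replicate block also gave 2 genes for CMV-miR-29b. DESeq2 called 3491 and 294 genes for the vectors in the same order. In the Col1a1-miR-29b comparison, only 2 same-letter pairs exist, and among genes with the same direction in both the largest rises were in Gm3488, Rpl36a-ps3 and Gm28035, with log2 fold changes of 3.97 (standard error 0.79), 2.87 (standard error 0.68) and 2.56 (standard error 0.81). The largest falls were in AC157931, at least 143-fold lower, and in Pcdhga8 and Bend3. The comparison of TGF-β with none in empty vector cells uses the same treated empty vector libraries. The opposite signs of AC157931 and Gm3488 there are therefore not independent of those here. AC157931 was also at least 138.6-fold lower with CMV-miR-29b and TGF-β, and at least 43.35-fold higher with Col1a1-miR-29b without TGF-β. Pcdhga8 had 8033, 16 and 8 counts with the empty vector. Bend3 had a log2 fold change of −4.12 (standard error 0.67, adjusted p = 0.00143). From Snord27 and Cpt1b, which are not predicted targets, the paper proposes that indirect or non-specific effects of miR-29b may exist in cells with TGF-β.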

Both are not predicted miR-29b target genes, which may suggest that indirect or non-specific effect of miR-29b exist in the cells treated with TGF-β.

**Fig 9:**
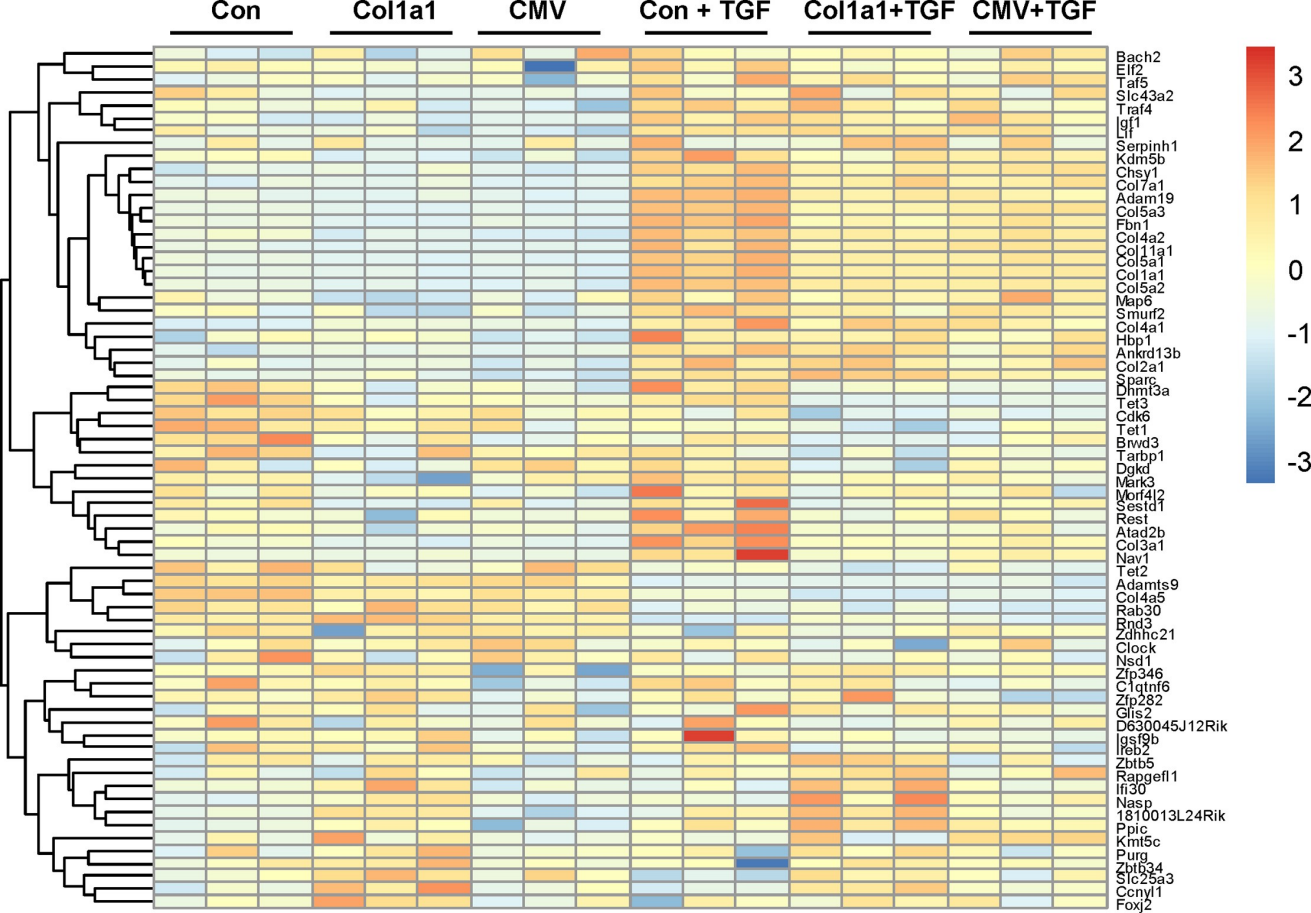
miR-29b targeting gene expression profiling after miR-29b overexpression. The FPKM value of gene expression was used for the heatmap. The top 100 miR-29b targeting gene lists were obtained from the miRDB database.

## Conclusion and discussion

Our experimental data clearly demonstrated the concept that using a Col1a1 promoter as a sensor produces much less basal expression of miR-29b compared to a conventional overexpression method using a CMV promoter. However, the expression level can be stimulated by TGF-β treatment and thus maintain a dynamic balance between the ECM gene expression and miR-29b. We also showed that through lentivirus, this expression vector can be delivered to animals for potential treatment of tissue fibrosis. It is well established that TGF-β pathway is a potent activator of profibrotic effects in cells and has been described as the “master regulators” of fibrosis [3, 33]. A variety of strategies have been developed to target the TGF-β signaling, including TGF-β receptor inhibitors [34] and monoclonal antibody against TGF-β [35]. However, due to its importance in normal cells, the therapeutic methods that totally block the TGF-β pathway have been shown to cause significant cardiovascular toxicity [3], which include inflammatory infiltration in blood vessels and heart valves [36] and degeneration of heart valve [37]. Our work showed a possibility of strategically inhibiting downstream of TGF-β pathway by a sensor mechanism, which up-regulates the anti-fibrotic molecules in response to fibrotic stimulation. However, it is recognized that the clinical application of gene therapy using lentivirus is still challenging [38–40], but some non-integrating delivery vehicles and techniques are also in development [41]. The purpose of our current study is a proof of concept, and this concept may have a broader application for other disease-related genes and their regulatory molecules.

Strategies to target specific organs, tissues, or cell types are commonly used in drug development to avoid the off-target effect. A recent publication employs engineered immune cells to target the activated fibroblasts that express the fibroblast activation protein, which showed great potential in mouse model to combat cardiac fibrosis [42]. However, tissue fibrosis occurs in multiple organs and involves several types of cells known and unknown [2]. Targeting one cell type may not be sufficient to block tissue fibrosis because multiple types of cells could be involved in the formation of fibrosis. To resolve this issue, we developed this novel strategy to target any cell type that contributes to tissue fibrosis. While the mechanisms of fibrosis formation remain elusive, it has been demonstrated that increased synthesis and secretion of collagen and other extracellular matrix (ECM) proteins into the interstitial space is a common step in fibrosis [2, 13–16]. Therefore, we took advantage of this feature and designed the expression vector to strategically target the cells with elevated collagen synthesis using an exogenous col1a1 promoter as sensor and miR-29b as an effector. With fluorescent protein genes constructed in this vector, it can also be used as a reporter of collagen synthesis and a research tool *in vivo* to identify novel cell populations that participate in fibrosis.

In addition, the miR-29b could be replaced with a more specific siRNA against collagen to reduce off-target effects if desired. However, it is debatable whether targeting one specific gene is superior to targeting multiple related genes. It has been recognized that small changes in related genes within a specific pathway may have more significant biological effect even if they are not statistically significant for each gene [31, 43]. Based on our RNA-sequencing data, miR-29b overexpression targeted a broad spectrum of fibrosis-related genes, but the inhibition is mostly moderate. In the RNA-sequencing analysis, we found a very interesting gene expression pattern in the TGF-β treated cells, and pathway analysis showed that the top hit pathways are closely related to fibrosis. We believe that the pathway analysis including all gene expression changes provides more systematic information about the biological perturbation compared to just focusing on individual gene expression.

We also examined the miR-29b targeting genes in these experiments using RNA-sequencing data. Hundreds of genes are predicted to be the targets of miR-29b with different scores listed in the miRDB database (http://www.mirdb.org/). However, most of these target genes have not been experimentally verified. 

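Of the 67 genes readable in Fig 9, 19 (28.4%) had no negative log2 fold change with Col1a1-miR-29b in cells with TGF-β, and 13 (19.4%) had none with CMV-miR-29b. For 11 genes (16.4%) this held with both vectors.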

Our data showed that about one-third of the top 100 predicted target genes were not downregulated by overexpression of miR-29b, some were even upregulated. It is interesting to note that miR-29b reverses several ECM gene expression, including different isoforms of collagen even though the reversal effect on each gene was not dramatic, nonetheless, the anti-fibrotic effect of miR-29 family microRNAs has been convincingly demonstrated [18–23, 25–27]. It is also important to note that even though the change in mRNA level is moderate, the change in protein level could be more significant due to accumulative effect, e.g. the Western blot data in Fig 6 showed more than 50% decrease after miR-29b overexpression in TGF-β treated cells.

## Supporting information

S1 File (PDF) Click here for additional data file.

## Abbreviations

CMV: cytomegalovirus
Col1a1: collagen 1a1
DMEM: Dulbecco's modified Eagle's medium
DEG: differentially expressed gene
ECM: extracellular matrix
KEGG: Kyoto Encyclopedia of Genes and Genomes
MEF: Mouse Embryonic Fibroblasts
MI: Myocardial infarction
miR: microRNA

# Supplementary material for: A strategic expression method of miR-29b and its anti-fibrotic effect based on RNA-sequencing analysis
**Source:** PLoS One. 2020 Dec 17;15(12):e0244065. doi: 10.1371/journal.pone.0244065
**Supplement:** S1 File

### Support Information

This Support Information include the Uncropped and Unadjusted Western Blot images. Original Western Blot for Fig 6A and Fig 6B.

**Collagen I**

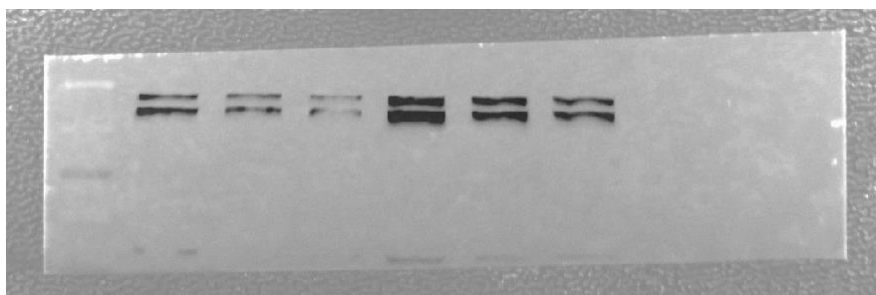

**GAPDH**

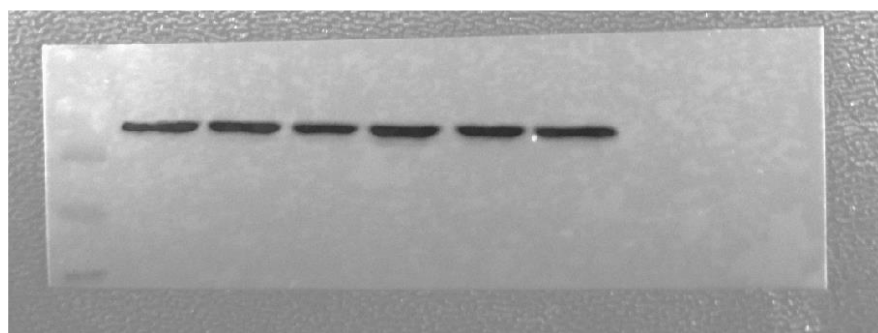

**Fig 6A Full Western Blot**

**Collagen I**

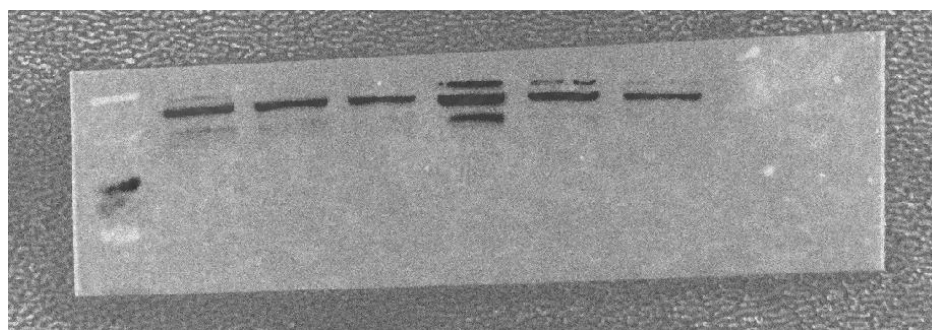

**Fig 6B Full Western Blot**

How the deposited data were processed for this re-analysis (not part of the article)

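The data are RNA sequencing of mouse embryonic fibroblasts, 18 libraries in 6 groups of 3: empty vector, Col1a1-miR-29b or CMV-miR-29b, each with or without 20 ng/ml TGF-β for 24 h. The paper's text gives 1 pmol/ml DNA, about 5 µg/ml for the Col1a1-miR-29b plasmid and 3 µg/ml for the CMV-miR-29b plasmid. It does not state a mass for the empty vector. As deposited, the count values are whole numbers per gene without normalization, which the authors took from reads mapped with HISAT2 and assembled with StringTie. The FPKM values were made by the authors, and the paper names DESeq2 as their source. They hold 0.0001 in place of 0. How the counts were taken from the assemblies is not stated. Among counts from 1 to 40, the share that are multiples of 4 was 33.8% to 36.7% per library, where chance gives 25%, and 143 genes hold exactly 1 count in all 18 libraries. The counts therefore carry error beyond that of reads tallied one by one, and an alternative divided them by 4.

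Columns were matched to samples by name. The third column of each Col1a1-miR-29b group has a letter that no sample title has, so it was used as a library of its group without a letter of its own, and only its counts were used. A column matched to a group and not to a sample was used for a single measure, so the 2 FPKM columns of these libraries were not used here, and tests on FPKM hold 16 libraries. They were left out after results with them had been seen, in which the rise of Mir29b-1 with TGF-β in Col1a1-miR-29b cells passed the threshold with limma on log2(FPKM + 0.1), and that of Itga2 with limma on both FPKM scales. The gene coordinates of 52543 of the 55450 genes are identical to those of the GENCODE annotation of GRCm38 that was used for lengths and 3' UTRs.

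Total counts per library had a median of 74155860 and ran from 65898017 to 80332633. Between replicates of a group, the correlation of log counts was 0.977 to 0.981, and the mean chi-square per gene was 54.7 to 88.8, where counting error alone gives 1. Genes with 3 counts or fewer in every library of a group were treated as at the floor, and folds against such a group are lower bounds.

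Counts were analysed with edgeR 4.0.16 in R 4.3.3: filterByExpr, which kept 21161 genes, TMM normalization, a model with 1 mean for each of the 6 groups, and quasi-likelihood F tests with Benjamini-Hochberg adjustment. The threshold was an adjusted p of 0.05, with a 2-fold change added where the paper uses one. Standard errors of log2 fold changes were computed from the F statistic. Differences in the response to TGF-β between vectors were tested as contrasts of the same model. Gene sets were tested with camera at an inter-gene correlation of 0.01, adjusted over 55 pairs of 5 sets and 11 comparisons. The KEGG sets came from the pathway column of the deposited table, were added after the data were seen, and were adjusted over their own 33 pairs. The Fig 7C, Fig 8 and Fig 9 sets were read from the figures. Mir29b-1 was also tested alone by exact permutation, where 3 libraries against 3 give a p of 0.1 at the least.

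The letters c, d and e in the sample titles were taken as the repeated experiment of each library, and the replicate block left out the 2 libraries without a letter. The paper states 3 repeated experiments and does not say that libraries of the same letter belong together. Checked on 10421 genes, deviations from the group mean had a mean correlation of 0.01 over 36 pairs of the same letter and −0.005 over 70 pairs of different letters. With that difference near 0, the fit without the block was used, and the replicate block is given beside it, for instance 220 genes changed at least 2-fold by TGF-β in empty vector cells.

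Genes named in the text were chosen by a rule written before the data were examined. The rule takes every gene the paper names for these libraries with the host or neighbouring genes of Snord27 and Cpt1b, Itga11, and the Fig 7C genes and collagens past the threshold. It adds the 3 largest rises and falls for TGF-β and for each vector with TGF-β, among genes with a mean CPM of at least 1, past the threshold and in the same direction in every same-letter pair, and the 3 largest changes of the interferon and Fig 9 sets. Gm24452 is outside it.

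The alternatives set before the data were examined were DESeq2 1.42.0, its size factors within edgeR, scaling by total counts, filters of at least 1 count in any library or 10 in every library, the groups compared alone, the replicate block, leaving out each library in turn, limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1), a test against a 2-fold change, camera with estimated correlation and a set statistic like that of GAGE. Added later were offsets for transcript length and GC content, fitted per library with splines, without and with the replicate block, robust dispersions, counts divided by 4, counts thinned to the smallest total, DESeq2 on the groups compared alone, and fits without the unlettered libraries.

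The tests were run on simulated data with known changes, each of 2-fold or more and in genes past a minimum mean count. The quasi-likelihood test on 18 libraries recovered 86% of the changed genes with 3.9% of its calls false, and DESeq2 recovered 90% with 24.4% false. Under a planted length trend, 16.8% of calls were false without the offsets and 5% with them. The interaction test recovered 77% of its changed genes with 4.3% of its calls false, and comparisons with no change gave 0 calls. Changes under 2-fold were not simulated. The 77% therefore does not cover differences in response as small as the median of −0.138 of the Fig 7C genes with Col1a1-miR-29b. Python 3.11.15 was used for sequence words and figures. Luciferase, lentiviral, RT-qPCR and Western blot results were not analysed here.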

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

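Every test of an explanation in this part was chosen after the result it tests was seen. A few genes taking most of the counts are not the source of any result here, since the 10 genes with the most counts held 3.984% of the counts of a library at the most. The splits below exchange the labels of same-letter libraries. A comparison of 3 libraries with 3 has 4 such splits, the real one included, too few for a share under 0.05, and the other 6 of the 10 possible splits put same-letter libraries on the same side. A library without a letter was paired with the remaining letter. Comparisons of responses have 32 such splits, most of which carry the vectors' own effects into the difference, so they are no reference for it. In 4 of the 32 the same pairs are exchanged with and without TGF-β and those effects cancel, but 4 are too few. A further set of 82 splits, the real one included, exchanges 1 library of each vector in each treatment whatever the letters. There the vectors' own effects also cancel, part of a true difference stays, and most splits put same-letter libraries on the same side.

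Interferon-induced genes, a set the paper's text does not discuss, were higher with Col1a1-miR-29b than with the empty vector in cells without TGF-β. The set was chosen because Fig 7C draws 4 such genes higher in Col1a1-miR-29b cells, and those 4 were left out. Fig 7C shows these same libraries, so the test is not independent of that choice. The median log2 fold change was 0.40 (38 of 39 genes higher, adjusted p = 1.03e-30 from camera, from 2.01e-33 to 0.194 over the alternatives). The replicate block gave 0.39 (adjusted p = 7.64e-23). The largest changes were those of Mx1, with a log2 fold change of 1.01 (standard error 0.19), Ifit1 (0.74, standard error 0.10) and Ifit3b (0.65, standard error 0.17). A result as large came from 1 of the 4 splits. Thinning every library to the smallest total, a test of library depth, left a median of 0.4012. Scaling by total counts in place of TMM gave 0.4268, and offsets for transcript length and GC content gave 0.389. The lowest median with a single library left out was 0.3693. In the separate libraries with TGF-β it was 0.3713, so the untreated empty vector libraries alone are not the source. The number of Mir29b-1 reads runs the other way. CMV-miR-29b cells, with more of these reads, had lower interferon genes than Col1a1-miR-29b cells, by a median of −0.2645. The level of mature miR-29b was not measured in these poly(A) libraries, so it is not excluded as the source. The Col1a1-miR-29b plasmid was used at 5 µg/ml, against 3 µg/ml for CMV-miR-29b, and the mass of the empty vector is not stated. An effect of the mass of plasmid DNA could not be tested, and the pattern cannot be told apart from it. A response to transfected DNA is a candidate explanation that these libraries leave open.

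The Fig 9 targets differed between vectors in their response to TGF-β. The median log2 difference between the response with Col1a1-miR-29b and that with the empty vector was −0.031 (46 of 67 genes lower, adjusted p = 0.0306 from camera). Over the alternatives the adjusted p ran from 0.00651 to 0.931, with 9 of 16 under 0.05, and with a single library left out the median ran from −0.0488 to −0.0142, with 4 of 12 fits under 0.05. The replicate block gave −0.03 (adjusted p = 0.0541). A result as large came from 23 of the 32 splits, from 2 of the 4 that exchange the same pairs in both treatments, and from 16 of the 82. Thinning for library depth gave −0.0371 and scaling by total counts gave −0.0218, while offsets for transcript length and GC content left −0.0123. Transcript length and GC content, a single library and the grouping of the libraries remain as candidate explanations, and nothing here calls for a biological one.

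The Fig 7C extracellular matrix genes had a smaller response to TGF-β with Col1a1-miR-29b than with the empty vector. The median log2 difference was −0.138 (19 of 25 genes lower, adjusted p = 7.03e-05 from camera, from 2.24e-09 to 0.823 over the alternatives, 14 of 16 under 0.05). It ran from −0.1511 to −0.0964 over the 12 fits that each left out a single library, all 12 under 0.05. The replicate block gave −0.16 (adjusted p = 2.29e-06). A result as large came from 12 of the 32 splits, from 1 of the 4 that exchange the same pairs in both treatments, and from 8 of the 82, which does not exclude the grouping of the libraries. Offsets for transcript length and GC content gave −0.1007, thinning for library depth −0.1409, and scaling by total counts −0.1286. With CMV-miR-29b the same median was −0.0427 (adjusted p = 0.792). The paper drew these genes from the same libraries, so genes chosen for their pattern cannot be excluded, and without the collagens the median with Col1a1-miR-29b was −0.03 (adjusted p = 0.0301).

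The interferon genes also differed between vectors in their response to TGF-β, with a median log2 difference of −0.1381 between CMV-miR-29b and the empty vector (33 of 39 genes lower, adjusted p = 0.000427 from camera, from 0.000152 to 0.654 over the alternatives, 14 of 16 under 0.05). The replicate block gave −0.13 (adjusted p = 0.00115). Over the 12 fits that left out a single library it ran from −0.1804 to −0.0434, with 11 under 0.05. A result as large came from 7 of the 32 splits, from 2 of the 4 that exchange the same pairs in both treatments, and from 16 of the 82. Offsets for transcript length and GC content gave −0.1237, thinning for library depth −0.1496 and scaling by total counts −0.1032. A single library and the grouping of the libraries remain as explanations.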

How the results depend on the processing

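For 21 results across comparisons, 23 settings other than leaving out a library and 18 fits leaving out a library were tried where each applies. Of the 21, 3 kept their direction and side of the threshold in every one of the 23 settings that gave them a value: the 3 comparisons of Mir29b-1, whose log2 fold change was 4.65 to 8.44 for CMV-miR-29b against Col1a1-miR-29b, 0.47 to 3.20 for TGF-β with Col1a1-miR-29b and 0.52 to 0.82 with CMV-miR-29b. With the FPKM of the unlettered libraries included, limma on log2(FPKM + 0.1) had put the rise with Col1a1-miR-29b past the threshold, and those columns are not used here. A filter of 10 counts in every library gave no value where a group had fewer. Offsets, thinned and divided counts, DESeq2 on the groups compared alone, fits without the unlettered libraries and the focal adhesion results were chosen after seeing the data. The cause of the changes below was not tested unless stated.

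The 253 genes changed at least 2-fold by TGF-β with the empty vector became 62 with limma on log2(FPKM + 1), 58 in the test against a 2-fold change (glmTreat) and 1245 with no fold threshold. Limma on log2(FPKM + 0.1) gave 206. For the 2738 genes changed by Col1a1-miR-29b with TGF-β, the counts were 1072 with only the groups compared, 1152 with the replicate block, 1659 without the unlettered libraries, 1290 with limma on log2(FPKM + 1), 1216 with limma on log2(FPKM + 0.1), 748 with offsets for length and GC and the replicate block, 189 for at least 2-fold, and 0, collagens included, in the test against a 2-fold change (219 at an unadjusted p under 0.05). Against 2 genes for CMV-miR-29b with TGF-β (2531 at an unadjusted p under 0.05), DESeq2 gave 294, DESeq2 with only the groups compared 178, length and GC offsets 12, edgeR with only the groups compared 7, limma on log2(FPKM + 1) 5, limma on log2(FPKM + 0.1) 6, thinned counts 6, every gene with at least 1 count 4, and 1 each for at least 10 counts in every library, counts divided by 4, at least 2-fold and the test against a 2-fold change. On simulated data, 24.4% of the calls of DESeq2 were false.

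The 12 collagen genes lower with Col1a1-miR-29b became 6 with length and GC offsets and the replicate block. The 0 with CMV-miR-29b (10 at an unadjusted p under 0.05) became 8 with DESeq2, 6 with DESeq2 on the groups compared alone and 1 with thinned counts. Genes whose response to TGF-β differs numbered 0 with Col1a1-miR-29b (961 at an unadjusted p under 0.05). They became 1 with only the groups compared, 2 with the replicate block, 3 without the unlettered libraries, 22 with limma on either log2(FPKM + 1) or log2(FPKM + 0.1), 21 with DESeq2, 30 with DESeq2 on the groups compared alone, and 2 with offsets and the replicate block. The 0 with CMV-miR-29b (1129 at an unadjusted p under 0.05) became 1 with only the groups compared, 1 and 2 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), 19 with DESeq2 and 20 with DESeq2 on the groups compared alone.

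The GAGE-style comparison moved no median and raised the adjusted p of 11 set results above 0.05. These are the Fig 9 targets with Col1a1-miR-29b (−0.1341, adjusted p 0.295) and CMV-miR-29b (−0.125, 0.322), both with TGF-β, the ECM-receptor genes with TGF-β (0.1642, 0.295), Col1a1-miR-29b (−0.1256, 0.527) and CMV-miR-29b (−0.0975, 0.527), and the TGF-β signaling genes (0.0477, 0.579). The others are the interferon genes without TGF-β, with Col1a1-miR-29b (0.4, 0.194) and CMV-miR-29b (0.1173, 0.645), and focal adhesion with TGF-β (0.0732, 0.366), Col1a1-miR-29b (−0.102, 0.366) and CMV-miR-29b (−0.0628, 0.598). Camera with estimated correlation gave 0.0559 for TGF-β signaling, 0.144 for interferon genes with CMV-miR-29b, and 0.0739, 0.0979 and 0.141 for focal adhesion in the same order. For the Fig 9 targets with Col1a1-miR-29b, length and GC offsets gave −0.025 (adjusted p 0.117) and −0.0197 with the replicate block (0.0931). Over all alternatives that result's adjusted p ran from 1.1e-07 to 0.295.

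Over the fits that each left out a single library, Mir29b-1 ran from 7.09 to 8.11 for CMV-miR-29b against Col1a1-miR-29b, from 1.90 to 2.76 for TGF-β with Col1a1-miR-29b and from 0.28 to 1.20 with CMV-miR-29b. Gene counts ran from 206 to 273 for TGF-β, 1291 to 3182 for Col1a1-miR-29b and 3 to 160 for CMV-miR-29b. Collagen counts ran from 9 to 12 and 0 to 6, and counts of differing responses from 0 to 3 with Col1a1-miR-29b and 0 to 2 with CMV-miR-29b. The Fig 9 medians ran from −0.1685 to −0.1197 and −0.1454 to −0.1072, and the ECM-receptor medians from 0.0294 to 0.1848 with TGF-β, −0.2054 to −0.1048 and −0.138 to −0.0746. TGF-β signaling ran from 0.0202 to 0.0706, and focal adhesion from 0.0489 to 0.0779, −0.129 to −0.1065 and −0.0853 to −0.0483. The interferon medians ran from 0.3693 to 0.3948 and from 0.0496 to 0.1665, the latter above 0.05 in adjusted p without CMV-miR-29b replicate c (adjusted p = 0.0838).

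Of the changes of 53 single-gene results in other settings, 747 were the same, 64 weaker, 13 stronger and 6 reversed, and with a single library left out 269, 37, 4 and 8. All reversals were in results with an adjusted p of 0.856 or more. In cells with TGF-β and Col1a1-miR-29b, fits that each left out a single library gave log2 fold changes from −0.566 to 0.207 for Itga2 and from −0.11 to 0.034 for Acta2. With CMV-miR-29b, Itga2 was 0.005 with the replicate block, 0.084 with offsets and the block, and −0.458 to 0.308 with a library left out. Chkb was 0.001 with limma on log2(FPKM + 0.1) and −0.242 to 0.111 with a library left out. Acta2 was 0.014 with total counts and with limma on log2(FPKM + 1), 0.018 with log2(FPKM + 0.1), and −0.07 to 0.075 with a library left out. Itga2, Acaa1b, Alox8 and Mir29b-1 in Col1a1-miR-29b cells had few reads and have bounds or wide errors.

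A result as large came from 1 of the 4 splits for the gene counts of TGF-β, Col1a1-miR-29b and CMV-miR-29b, the collagens with Col1a1-miR-29b, the Fig 9 targets with each miR-29b vector in cells with TGF-β, the ECM-receptor genes with TGF-β and with each miR-29b vector in cells with TGF-β, and focal adhesion with TGF-β and with Col1a1-miR-29b. It came from 2 of the 4 for TGF-β signaling, focal adhesion with CMV-miR-29b and interferon genes with CMV-miR-29b, from 4 of the 4 for collagens with CMV-miR-29b, and from 32 of the 32 for differing responses with each vector. These last counts are 0, which fixes that outcome in advance.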

Differences from the paper's values

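The paper gives 9 collagen genes lower with CMV-miR-29b in cells with TGF-β, and 0 passed an adjusted p of 0.05 here (10 at an unadjusted p under 0.05). Among the alternatives set before the data were examined, DESeq2 (8 genes) and the fit without empty vector + TGF-β replicate d (6 genes) came within the paper's value, and the others did not. DESeq2 on the groups compared alone, chosen after seeing the values, gave 6.

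The p values of the paper's pathway tables were set against a one-sided p from a set statistic like that of GAGE. With TGF-β in empty vector cells, focal adhesion had 0.0354 against the paper's 0.001 and ECM-receptor interaction 0.0662 against the paper's 0.003, and none of the alternatives set before the data were examined closed either gap, although for focal adhesion they lay on either side of the paper's value (0.000274 to 0.212). TGF-β signaling had 0.223 against the paper's 0.061. The filter of at least 10 counts in every library (0.0424) and limma on log2(FPKM + 0.1) (0.0874) closed that gap, and the others did not.

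In cells with TGF-β, focal adhesion with Col1a1-miR-29b had 0.0274 against the paper's 0.002. With CMV-miR-29b, focal adhesion had 0.157 against the paper's 0.001 and ECM-receptor interaction 0.25 against the paper's 0.001. None of the alternatives set before the data were examined closed these 3 gaps, although for focal adhesion they lay on either side of the paper's values (2.61e-05 to 0.217 with Col1a1-miR-29b and 0.000116 to 0.471 with CMV-miR-29b). TGF-β signaling with CMV-miR-29b had 0.317 against the paper's 0.038, closed by the filter of at least 10 counts in every library (0.0325) and by no other.

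The paper describes Itga2 as raised by TGF-β. Its log2 fold change here was 2.74 with an adjusted p of 0.211, and it passed without empty vector replicate d (adjusted p = 0.00815, where the other alternatives given here gave 0.0508 to 0.643). With the FPKM of the 2 unlettered libraries included, before those columns were left out, limma on both FPKM scales had passed. Acaa1b, which the paper lists as raised, had an adjusted p of 0.325 and passed with DESeq2 (1.43e-06). Alox8 and Gcat, listed as lowered, had adjusted p values of 0.278 for Alox8 and 0.536 and 0.284 for the 2 Gcat entries. The second Gcat entry (ENSMUSG00000116378) passed with DESeq2 on the groups compared alone, chosen after seeing the values (0.0307). Cpt1b, described as lowered with CMV-miR-29b, had an adjusted p of 0.263. It passed with DESeq2 (0.0378) and with DESeq2 on the groups compared alone, chosen after seeing the values (9.52e-07).

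The paper names a small nucleolar RNA as lowered with Col1a1-miR-29b. Its symbol is not among those of the genes analysed here, and Gm24452, chosen after its values were seen, had an adjusted p of 0.075. Gm24452 passed with DESeq2 (0.00959) and with only the groups compared (0.0288).

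The paper describes a rise of miR-29b with TGF-β in Col1a1-miR-29b cells. The bound here was at least 1.36-fold (adjusted p = 0.228), and no alternative given here passed (adjusted p from 0.103 to 0.768). With the FPKM of the 2 unlettered libraries included, before those columns were left out, limma on log2(FPKM + 0.1) had passed. Against the empty vector, DESeq2 gave Mir29b-1 log2 fold changes of 9.95 for CMV-miR-29b without TGF-β and 4.47 for Col1a1-miR-29b with TGF-β. These comparisons, chosen after seeing the values, lie near the fold changes the paper gives for other pairs of groups. Of the 67 Fig 9 targets that could be read, 28.4% were not lower with Col1a1-miR-29b in cells with TGF-β. With CMV-miR-29b and TGF-β the share was 19.4%, and 16.4% were not lower with either vector. Without TGF-β the shares were 37.3% with Col1a1-miR-29b and 14.9% with CMV-miR-29b. The paper's share is of its longer list of predicted targets, and the paper names no treatment for it. Whether that share differs from those here therefore cannot be decided.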

Other observations

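Every test in this part was chosen after the result it tests was seen.

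Col1a1-miR-29b changed more genes than CMV-miR-29b in cells without TGF-β, where it had fewer miR-29b reads. Against the empty vector, 1327 genes changed with Col1a1-miR-29b (543 higher and 784 lower, and 679 of 1322 higher when scaled by total counts) and 1 with CMV-miR-29b (1156 at an unadjusted p under 0.05). The replicate block left 161 with Col1a1-miR-29b. A result as large came from 1 of the 4 splits. With Col1a1-miR-29b, 1377 genes changed with counts thinned for library depth, 1322 scaled by total counts, 1235 with offsets for transcript length and GC content and 397 without the libraries without a letter. Leaving out a single library gave 468 to 1043. A few genes taking most of the counts are not the source, since the 10 genes with the most counts held at most 3.984% of the counts of a library. The number of Mir29b-1 reads runs the other way, with 1 gene changed by the vector with more reads. The level of mature miR-29b was not measured, so it is not excluded as the source. Of the genes changed by Col1a1-miR-29b with TGF-β and without it, 996 are shared, 995 in the same direction. The Col1a1-miR-29b plasmid was used at about 5 µg/ml and the CMV-miR-29b plasmid at 3 µg/ml, and the mass of the empty vector is not stated. An effect of the mass of plasmid DNA could not be tested, and the pattern cannot be told apart from it. Differences between the vectors may therefore include effects of plasmid mass or sequence beside those of miR-29b.

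The Fig 9 targets have long transcripts, with a median of 5930 bases against 3437 for the genes tested, and fold changes with Col1a1-miR-29b fall with transcript length (rank correlation −0.354 over 10421 genes with TGF-β, 0.01 after offsets for transcript length and GC content). With these offsets the median of the Fig 9 targets with Col1a1-miR-29b and TGF-β was −0.025. With CMV-miR-29b, where the rank correlation was −0.196, it was −0.0724 (adjusted p = 2.06e-07, from 8.66e-15 to 0.322 over the alternatives). Of the collagen genes, 8 were lower past the threshold with Col1a1-miR-29b under these offsets, and 6 with the offsets and the replicate block. A length trend may account for the lower median of the Fig 9 targets with Col1a1-miR-29b, and does not account for all of that with CMV-miR-29b.

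A hypothesis tested here was that miR-29b acts through matches to its seed AGCACCA in 3' UTRs. Among 9809 genes, 1773 hold the match TGGTGCT, and its effect on fold changes was ranked among 15757 words of the same length, after trends in UTR length, transcript length and their GC content. With CMV-miR-29b and TGF-β the match ranked 1 from the lowest (effect −0.03 on the log2 scale), and without TGF-β also 1 (−0.02). With Col1a1-miR-29b it ranked 9614 with TGF-β and 8747 without. Over same-letter pairs, the effect was negative in 6 of 6 with CMV-miR-29b (exact sign-flip p = 0.0312, the smallest they can give) and in 3 of 4 with Col1a1-miR-29b (exact sign-flip p = 0.75, smallest possible 0.125). Between the vectors with TGF-β the match ranked 1 from the highest for Col1a1-miR-29b against CMV-miR-29b (0.03), and without TGF-β it ranked 7 from the lowest for CMV-miR-29b against Col1a1-miR-29b (−0.02). The data are what repression through miR-29b seed matches could give with CMV-miR-29b, while the match ranked near the middle with Col1a1-miR-29b, whose lower Fig 9 targets and collagens these tests do not trace to miR-29b. The effect is small, and this remains a hypothesis.

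With CMV-miR-29b and no TGF-β, the interferon genes had a median log2 fold change of 0.12 against the empty vector (32 of 39 higher, adjusted p = 3.49e-08, from 5.57e-09 to 0.645 over the alternatives), and 2 of the 4 splits gave a result as large. With CMV-miR-29b and TGF-β it was −0.02 (adjusted p = 0.748).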
